# Targeting lymphoid-derived IL-17 signaling to delay skin aging

**DOI:** 10.1038/s43587-023-00431-z

**Published:** 2023-06-08

**Authors:** Paloma Solá, Elisabetta Mereu, Júlia Bonjoch, Marta Casado-Peláez, Neus Prats, Mònica Aguilera, Oscar Reina, Enrique Blanco, Manel Esteller, Luciano Di Croce, Holger Heyn, Guiomar Solanas, Salvador Aznar Benitah

**Keywords:** Stem cells, Ageing

## Abstract

Skin aging is characterized by structural and functional changes that contribute to age-associated frailty. This probably depends on synergy between alterations in the local niche and stem cell-intrinsic changes, underscored by proinflammatory microenvironments that drive pleotropic changes. The nature of these age-associated inflammatory cues, or how they affect tissue aging, is unknown. Based on single-cell RNA sequencing of the dermal compartment of mouse skin, we show a skew towards an IL-17-expressing phenotype of T helper cells, γδ T cells and innate lymphoid cells in aged skin. Importantly, in vivo blockade of IL-17 signaling during aging reduces the proinflammatory state of the skin, delaying the appearance of age-related traits. Mechanistically, aberrant IL-17 signals through NF-κB in epidermal cells to impair homeostatic functions while promoting an inflammatory state. Our results indicate that aged skin shows signs of chronic inflammation and that increased IL-17 signaling could be targeted to prevent age-associated skin ailments.

## Abstract (web summary)

Solá, Mereu and colleagues describe a chronic inflammatory state in the aging mouse skin that is characterized by IL-17 production by dermal lymphoid cells and demonstrate the potential of inhibition of IL-17 signaling in protection against skin aging.

## Main

Aging is caused by cellular damage accumulation due to ineffective metabolism, circadian clock rewiring and increased systemic inflammation, leading to dysfunction and eventual organismal collapse when challenged^1–6^.

The skin contains a multilayered epidermis interspersed with hair follicles and sebaceous glands. The outermost layer of the skin, the epidermis, is a stratified epithelium that forms an impermeable protection for the organism. Daily renewal of the epidermis is fueled by interfollicular epidermal stem cells whereas hair follicle stem cells maintain hair follicles by periodical generation of new hair shafts^7^. In the dermis, an organized mesh of extracellular matrix (ECM) embedded with distinct cell types forms the niche for all epidermal stem cells^7^. Epidermal aging is characterized by alterations in its regenerative potential and barrier functions^8–12^. Moreover, age-related changes in the dermal cellular composition and ECM properties affect its functionality, both as a structural scaffold and as a niche for epidermal stem cells^13–18^. Collectively these changes lead to a slower epidermal turnover, breaching of the barrier and lower quality of wound healing, all of which contribute to increasing the incidence of infections and chronic traits in the elderly^19–21^.

Previous single-cell RNA sequencing (scRNA-seq) studies focused on defining changes in skin cell types during homeostasis, aging and disease suggest that some immune cell types change their abundance or behavior during aging in skin^13,22–29^. However, much remains unknown regarding the relationship between immune cells of the dermis and other dermal and epidermal cells during aging.

Here we unbiasedly profiled and characterized the single-cell transcriptome of dermal cells in aged skin in mice. CD4^+^ T helper (T_H_) cells, γδ T cells and innate lymphoid cells (ILCs) showed the most prominent changes during aging and appeared to orchestrate many of the alterations observed in the aged skin. Specifically, these cells became polarized towards an IL-17-producing phenotype, strongly contributing to the inflammatory environment found in aged skin. Importantly, in vivo blockade of IL-17 signaling during the aging process delayed the development of several hallmarks of skin aging, resembling the state of adult skin.

## Results

### Aged dermal cells reveal cell type- and age-specific changes

We analyzed the nonepithelial (negative for epithelial cell adhesion molecule (EpCAM^–^)) dermal population of dorsal skin from aged (80- to 90-week-old) and adult (17- to 25-week-old) mice by scRNA-seq. We removed epidermal cells enzymatically and isolated dermal cells by fluorescence-activated cell sorting (FACS) (Fig. 1a and Extended Data Fig. 1a). To maximize sampling of less abundant immune cells, we enriched by FACS for CD45^+^ cells and sequenced these separately from other dermal cells (EpCAM^–^CD45^–^) (Extended Data Fig. 1a). Using the 10X Genomics platform (v.3) we characterized 11,940 cells for CD45^+^ cells and 5,213 for their CD45^–^EpCAM^–^ counterparts. After batch correction and data integration, we verified good sample mixing^30^ and representation of all replicates across all populations (Extended Data Fig. 1b,c). We clustered all cells by generation of a shared nearest-neighbor graph using the Louvain algorithm^31^ and visualized clustering with uniform manifold approximation and projection (UMAP). We then performed differential gene expression between cell populations to obtain cluster markers (Fig. 1b and Supplementary Table 1) and plotted discriminatory population markers to ensure correct clustering (Fig. 1c). In UMAP visualization we observed three major groups of clusters pertaining to nonimmune (CD45^–^EpCAM^–^), immune myeloid and immune lymphoid lineages (both CD45^+^) (Fig. 1b,c).

**Fig. 1:**
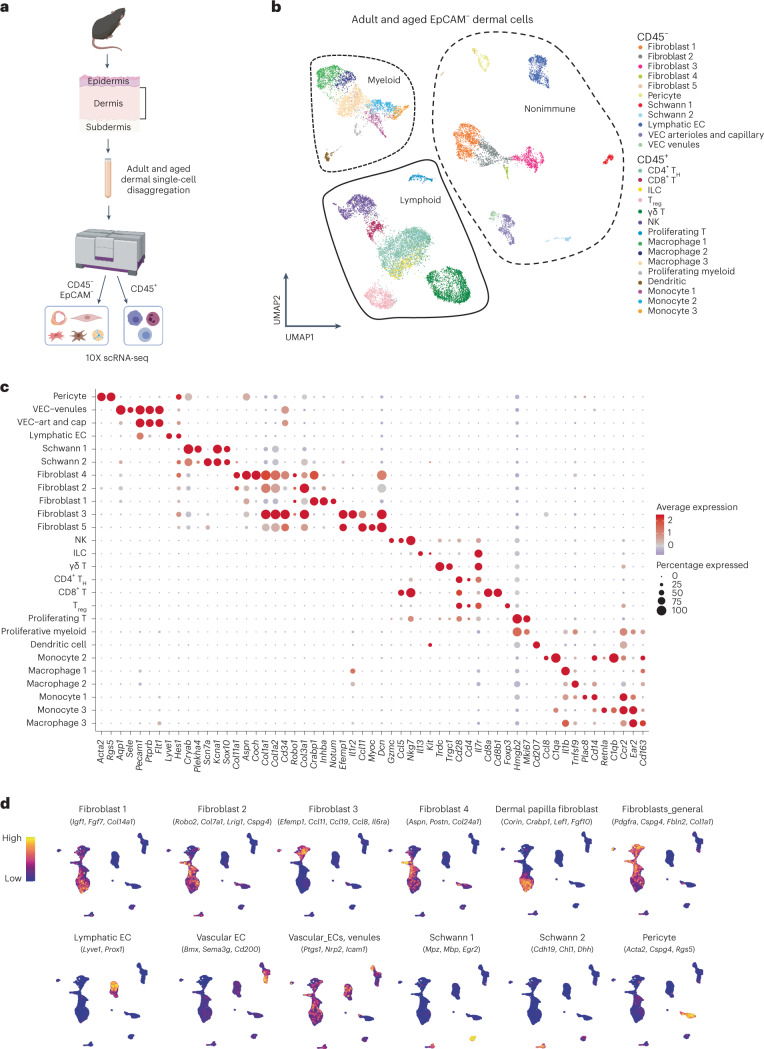
Dermal cell characterization by 10X scRNA-seq. **a**, Workflow used to obtain dermal cells of adult and aged mouse back skin. Single-cell suspensions were enriched separately for EpCAM^–^CD45^–^ and CD45^+^ cells by FACS. Transcriptomes of sorted single cells were then analyzed by 10X scRNA-seq. For CD45^+^ cells, *n* = 7 mice for the adult group and *n* = 4 mice for the aged group, with three technical replicates; for CD45^–^EpCAM^–^ cells, *n* = 2 mice for the control group and *n* = 2 mice for the aged group, with two technical replicates. Created with BioRender.com. **b**, UMAP visualization of all adult and aged dermal cells analyzed by 10X scRNA-seq. **c**, Dot plot showing discriminatory markers for each cell type, subtype and state found in **b**. **d**, UMAP visualization of nonimmune cell subtype-specific signatures. EC, endothelial cells; VEC, vascular endothelial cells.

#### Nonimmune cells

Although we detected clusters for endothelial cells, along with pericytes and Schwann cells (Fig. 1b–d), fibroblasts were the most abundant CD45^–^EpCAM^–^ cell type and were separated into five clusters containing subtypes with distinct features (Fig. 1d). Some of these clusters showed high similarity to well-defined fibroblast subtypes regarding marker expression—cluster 1 was reticular like, cluster 2 papillary like and cluster 3 proinflammatory^23,24,32–34^. Cluster fibroblast 1 included markers of dermal papilla cells^35^, a specialized cluster of fibroblasts located immediately beneath hair follicles that is essential for modulation of the hair follicle cycle (Fig. 1c,d).

With fibroblasts being the most predominant cell type in the dermis, their age-associated alterations probably affect neighboring cells. To further understand their age-related changes we analyzed the expression of senescence-related markers. The accumulation of senescent cells is suggested to be a key mechanism underlying aging^3^. These nonproliferating senescent cells generate a proinflammatory environment by secretion of an array of cytokines and ECM remodeling enzymes among others. Although detection of senescent cells in vivo is challenging, transcriptional upregulation of *Cdkn2a* (which encodes p16) and/or *Cdkn1a* (p21) is considered a sign of senescence^3^. We did not observe increased expression of these genes in our dermal nonimmune clusters, which include fibroblasts (Extended Data Fig. 2a and Supplementary Table 2). Besides, there was no upregulation of *Ifna* and *Ifnb1*, additional bona fide markers of senescence^36^. Moreover, there was no global difference in expression of the skin aging-associated secreted protein signature^37^ in any of the fibroblast populations with aging (Extended Data Fig. 2b). This suggests that there is no increased expression of senescence in our dataset, which could have been caused by either a lack of sufficient depth to detect these marker changes in our experimental setup or to senescence not being a major driver of fibroblast aging in the age group analyzed.

The nonimmune compartment showed stable cell proportions during aging (Extended Data Fig. 2c). This was accompanied by transcriptomic changes in some populations, including fibroblasts 1 and 3 (Supplementary Table 2), which pointed towards an increase in their global proinflammatory state. Nevertheless, the changes observed by 10X scRNA-seq in these populations were subtle and did not allow for in-depth analysis of their specific age-related alterations.

#### Immune cells

Visual representation of immune cell clusters rendered two major cell groups, myeloid and lymphoid (Fig. 2a). We observed statistically significant changes in proportions in some immune populations during aging (Extended Data Fig. 3a,b).

**Fig. 2:**
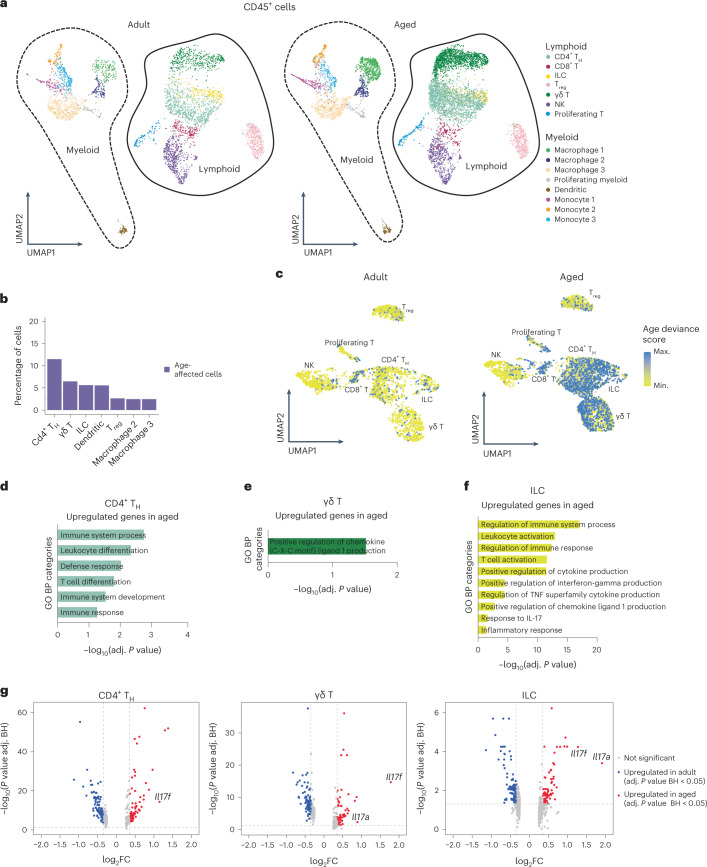
Lymphoid immune cell subsets show increased IL-17A/F-related signaling. **a**, UMAP representation of immune (CD45^+^) cells. **b**, Bar plot with the percentage of cells affected by aging in each immune dermal cell type (only cell types with higher percentage are shown here, for visual clarity). **c**, UMAP showing age-deviance score in adult (left) and aged (right) dermal lymphoid cells. **d**–**f**, Plots of selected GO categories in biological processes (BP) analysis for genes upregulated during aging in CD4^+^ T_H_ cells (**d**), γδ T cells (**e**) and ILCs (**f**). The *x* axis represents –log_10_ of the adjusted *P* value for each depicted GO category. **g**, Volcano plots showing differentially expressed genes between aged and adult CD4^+^ T_H_ cells, γδ T cells and ILCs. *Il17a* and *Il17f* are highlighted whenever found to be differentially expressed in a statistically significant manner between ages. BH, Benjamini–Hochberg; FC, fold change.

To measure the effect of aging on the transcriptome of immune cells in a global and unbiased manner, we developed a deep learning model that quantifies the deviance of each immune cell type in aging. We assumed that the most age-affected cells would present the most altered transcriptomic changes compared with their adult counterparts and, therefore, would be more distant in multidimensional gene expression space. We used our 10X scRNA-seq data from adult mice as a reference to train our model for each different cell type signature and then evaluated the similarity between adult and aged cells within each cell type. Cells with the highest deviance in their identity were those accumulating more differences between ages. Notably, we found that CD4^+^ T_H_ cells, γδ T cells, ILCs and dendritic cells were the types with the highest age deviance, showing the highest proportion of cells affected by aging (Fig. 2b). This suggests that lymphoid cell subsets present the most predominant age-related changes. Focusing on lymphoid cells, UMAP representation of exclusively lymphoid cells showed that CD4^+^ T_H_ cells, γδ T cells and ILCs possess a large proportion of cells with a high age-deviance score (Fig. 2c).

Therefore, because cell proportion changes accompany transcriptomic changes in some dermal immune cells during aging, we focused our further analysis on these immune cell types.

### Aged dermal myeloid cells upregulate proinflammatory genes

Dermal myeloid cells balance pro- and anti-inflammatory functions in skin in a context-dependent manner^38^. Specifically, they scan the tissue to detect antigens, orchestrate an early response to pathogens and trigger the first steps in the wound-healing response^39^. We detected eight clusters of myeloid cells: macrophages 1–3, monocytes 1–3, dendritic cells and proliferating myeloid cells (Fig. 2a).

Monocyte 1 and macrophage 1 clusters were defined by proinflammatory features (for example, the former expressed *Ccr2*, *Cxcl2*, *Fcgr4* and *Cxcr4* and for macrophage 1 we obtained *Il1b*, *Tnfaip3* and MHC class II complex genes including *H2ab1*, *H2-Eb1*, *H2-Aa* and *Cd74*). Conversely, cluster macrophage 2 expressed regulatory macrophage markers including *Il4l1*, *Cd200r1* and *Lgals1* (Supplementary Table 1). Of note, although the proportion of both macrophage 1 and monocyte 3 clusters changed in aged tissue (Extended Data Fig. 3a) they showed no clear transcriptome variations (Supplementary Table 2). By contrast, monocyte 1 and 2 clusters showed more pronounced gene expression changes with aging, with a trend towards expression of higher levels of proinflammatory cytokine secretion and responses to proinflammatory stimuli (Extended Data Fig. 3c and Supplementary Tables 2 and 3). This included upregulation of the gene encoding IL-1β in monocyte 1 (Extended Data Fig. 3d), which is necessary for these cells to initiate a full immune response^39^. The expression of *Il1b* was also upregulated in clusters macrophage 2 and dendritic cells during aging (Extended Data Fig. 3d and Supplementary Table 2), indicating an increase in proinflammatory gene expression during aging.

Together, this indicates that myeloid cell activation exacerbates a chronic inflammatory state in aged skin.

### Increased IL-17 in the lymphoid compartment of aged skin

Lymphoid cells in the mouse dermis include T cells (CD4^+^, CD8^+^, γδ T cells and regulatory T (T_reg_) cells), ILCs and natural killer (NK) cells (Fig. 3a, left). These cells scan for tissue damage and perform immune surveillance in steady state, and also trigger an inflammatory response during wound healing and tumorigenesis^38^. The proportion of γδ T cells and CD4^+^ T_H_ cells increased in aged dermis (Fig. 2a and Extended Data Fig. 3b). We also confirmed that there was a higher frequency of CD4^+^ cells by immunostaining the dermis of aged mice (Extended Data Fig. 3e). Accordingly, γδ T cells, CD4^+^ T_H_ cells and ILCs presented the most pronounced transcriptomic changes with age from all cell types analyzed (Fig. 2b,c).

**Fig. 3:**
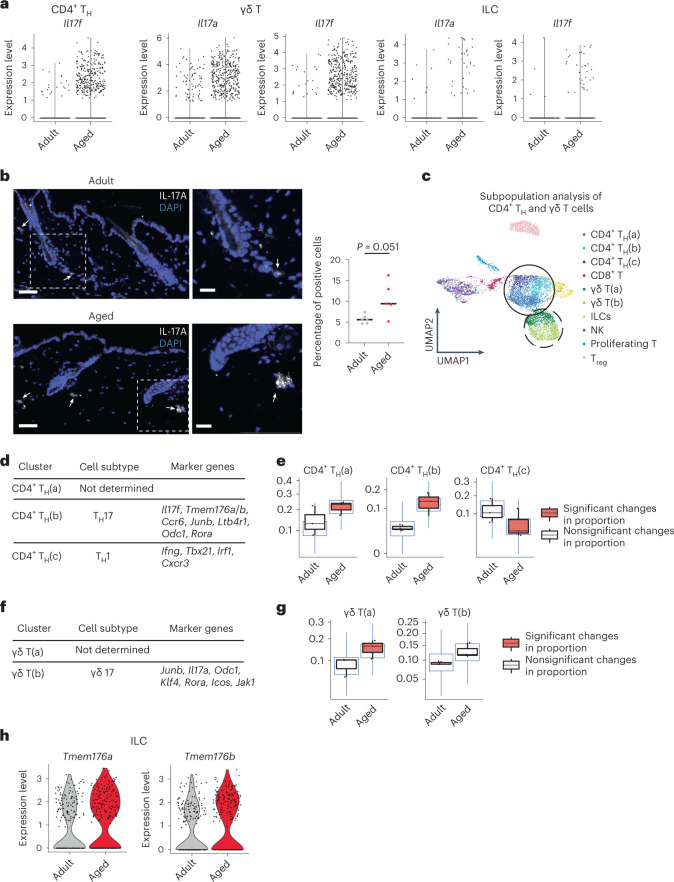
Lymphoid cells skew towards an IL-17-expressing phenotype in aging. **a**, Violin plots comparing the expression values of *Il17a* and *Il17f* in aged and adult CD4^+^ T_H_ cells, γδ T cells and ILCs. **b**, Immunofluorescence staining of IL-17A in adult (upper left) and aged (lower left) mouse back skin. Scale bars, 50 μm. Insets, higher-magnification images focusing on the dermis (right). Scale bars, 20 μm. White arrows indicate positive cells. For enhanced visualization, brightness and contrast were adjusted on these images. *n* = 6 adult mice and *n* = 5 aged mice collected in two independent experiments. Quantification is presented as the percentage of dermal positive cells. **c**, UMAP representation of subclustering of previously described CD4^+^ T_H_ cell and γδ T cell clusters. Three new clusters of CD4^+^ T_H_ cells were found (CD4^+^ T_H_(a–c)), shown here in blue and circled by the continuous line; and two new clusters of γδ T cells were found (γδ T(a) and T(b)), in green and circled by the dashed line. **d**, List of relevant markers discriminating subclusters belonging to specific CD4^+^ T_H_ cell subtypes. **e**, Boxplots depicting changes in the proportion of CD4^+^ T_H_ cell subclusters between aged and adult dermis, performed with sccomp^81^ and obtained using scRNA-seq data. Error bars indicate 95% credible intervals and center line is the median. Black boxplots represent the observed data while blue ones indicate the posterior predictive check of the model. Boxes colored orange indicate statistically significant differences in cell proportion between conditions (FDR < 0.025 using Benjamini–Hochberg procedure to control for multiple testing). **f**, List of relevant markers discriminating subclusters belonging to specific γδ T cell subtypes. **g**, Boxplots depicting changes in the proportion and γδ T cell subclusters between aged and adult dermis, performed with sccomp^81^ and obtained using scRNA-seq data. Error bars indicate 95% credible intervals and center line is the median. Black boxplots represent the observed data while blue ones indicate the posterior predictive check of the model. Boxes colored orange indicate statistically significant differences in cell proportion between conditions and red triangles mark outliers. **h**, Violin plots showing expression values of *Tmem176a* and *Tmem176b* in comparison of adult and aged ILCs. **e**,**g**, Where differences in cell proportion between ages were significant, the boxplot is marked in orange.

Focusing on these lymphoid populations, aged CD4^+^ T_H_ cells, γδ T cells and ILCs expressed much higher levels of inflammatory genes than their adult counterparts (Fig. 2d–f and Supplementary Tables 2 and 3). The proinflammatory cytokine interleukin 17 (IL-17) family members *Il17a* and *Il17f* were among the most strongly upregulated genes in these cell types (Fig. 2g). There are six IL-17 members, IL-17A–IL-17F, all of which signal via binding to the IL-17R family of receptors. The highly homologous cytokines IL-17A and IL-17F bind as homo- or heterodimers to IL-17RA and IL-17RC receptors^40^. The IL-17 family of cytokines intervene in tissue repair and host defense and also have pathogenic roles in autoimmune and chronic inflammatory diseases^40^. Importantly, therapeutic inhibition of aberrant IL-17A and IL-17F activities is used as treatment for skin diseases such as psoriasis and other autoimmune conditions^41–44^. Notably, during aging there is a polarization of circulating CD4^+^ T_H_ cells towards an IL-17-expressing phenotype and, in mice, γδ T cells also show this skew in peripheral lymph nodes^45–47^. However, whether these changes affect peripheral tissue aging is unknown.

The increase in expression of *Il17a* and *Il17f* was restricted to these specific aged lymphoid cell types (Extended Data Fig. 4a). By contrast, expression of the receptors that bind these cytokines specifically (*Il17ra* and *Il17rc*) remained mostly unaltered across all cell types during aging (Extended Data Fig. 4a). The upregulation of *Il17a* and *Il17f* in CD4^+^ T_H_ cells, γδ T cells and ILCs during aging was due to increased expression in individual cells (Fig. 3a and Supplementary Table 2), suggesting that there was a polarization towards an IL-17-expressing phenotype. We also detected, by immunostaining, a higher proportion of IL-17A-positive cells in aged mouse back skin dermis (Fig. 3b). Furthermore, we analyzed *IL17A* and *IL17F* expression in adult and aged human dermis by fluorescent in situ hybridization (FISH) to determine whether this upregulation prevailed in other species. We observed a clear trend towards a higher (although not statistically significant) percentage of *IL17A-* and *IL17F-*positive cells in aged dermis compared with adult dermis. This confirms that our results in mouse skin are, to some extent, also observed in human skin (Extended Data Fig. 4b).

In our 10X scRNA-seq data, zooming in on the CD4^+^ T_H_ cell cluster further revealed three subclusters with specific marker gene expression (Fig. 3c,d and Supplementary Table 1). While the CD4^+^ T_H_(a) cell cluster could not be assigned to any specific T_H_ cell subtype, the CD4^+^ T_H_(c) cell cluster showed markers usually expressed by T_H_1 cells such as *Ifng*. The CD4^+^ T_H_(b) cell cluster showed markers compatible with their being bona fide T_H_17 cells, including *Il17f*, *Rora*, *Tmem176a*/*b*, *Ccr6* and *Junb* among others^48–50^ (Fig. 3d). This cell subtype, CD4^+^ T_H_(b) cells (T_H_17 cells), showed an increase in abundance in aged dermis compared with control adult skin (Fig. 3e). Accordingly, the presence of CD4^+^ T_H_(c) cells (T_H_1 cells) was decreased in aged dermis (Fig. 3e), pointing again to a skewing of dermal CD4^+^ cells towards a T_H_17 cell phenotype during aging.

Similar to T_H_ cells, γδ T cells could also be further clustered into two subpopulations (Fig. 3c,f and Supplementary Table 1). The γδ T(b) cell cluster expressed markers compatible with γδ T17 cells, as indicated by the expression of *Il17a*, *Rora*, *Junb* and *Jak1* among others^50^, whereas the γδ T(a) cell cluster could not be assigned to any specific γδ T cell subtype (Fig. 3f). Both γδ T cell clusters were more abundant in aged skin although only the γδ T(a) cell subcluster was significantly increased, showing an increased presence of IL-17-expressing γδ T cells in aged mouse skin (Fig. 3g).

ILCs are crucial for the development of psoriatic pathogenesis through sustained increased secretion of IL-17 (ref. ^51^). Our analysis also showed a marked increase in the expression of genes associated with the switch to ILC subtype 3 (refs. ^51,52^), such as *Il17a*, *Il17f*, *Tmem176a* and *Tmem176b* in aged skin (Fig. 3a,h and Supplementary Table 2).

### Inhibition of IL-17A/F prevents age-related inflammation

We next sought to determine whether increase in the expression of *Il17a* and *Il17f* contributes to the general proinflammatory state of aged skin. Treatment with antibodies that neutralize IL-17A and IL-17F (anti-IL-17A/F) is currently used as a therapy for patients with inflammatory and autoimmune diseases such a psoriasis^44^. We therefore blocked IL-17 signaling by systemic administration of anti-IL-17A/F (or an IgG isotype control) in aging mice (73 weeks old) for 12 weeks (Fig. 4a). We then isolated dermal cells by FACS and performed 10X scRNA-seq, following a previous workflow (Fig. 1a). In total, 16,975 CD45^+^ cells and 33,262 CD45^–^EpCAM^–^ cells were analyzed with the same bioinformatics pipeline as the aged sample analysis. We further verified batch effect, good sample mixing and representation of all replicates although no batch effect correction was deemed necessary for these samples (Extended Data Fig. 5a,b). We clustered the cells and confirmed that the same cell types were detected (Fig. 4b).

**Fig. 4:**
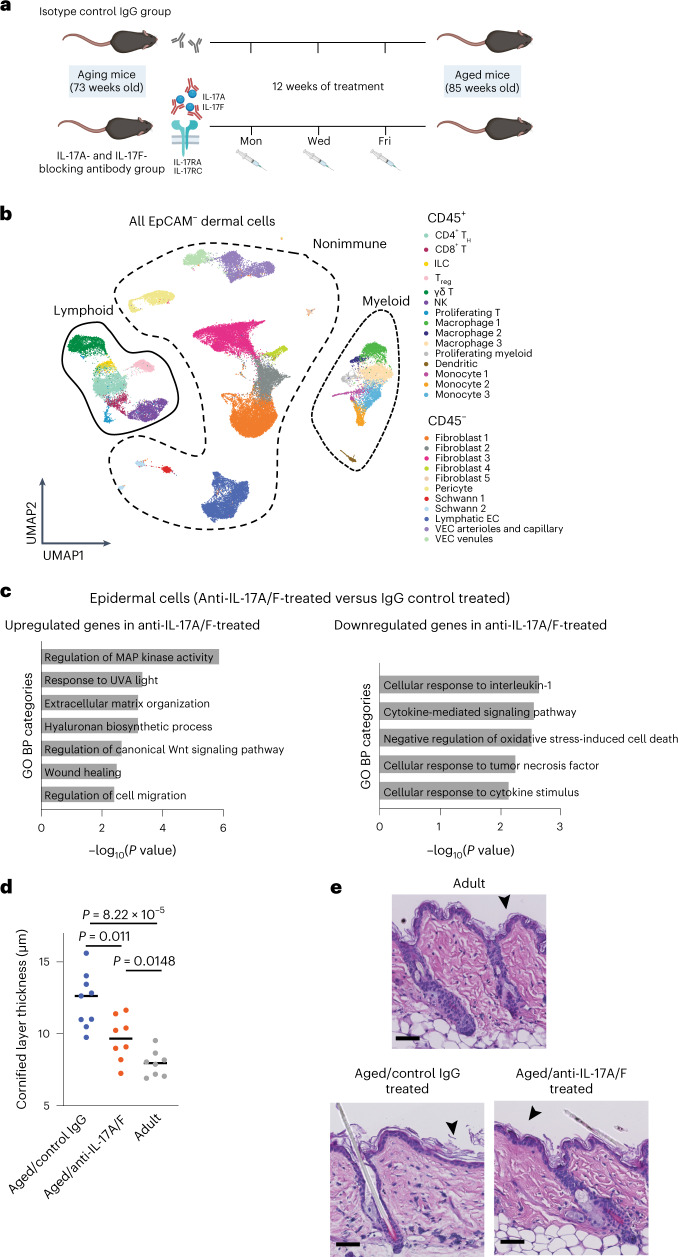
Blockade of IL-17A/F function in aging mice leads to a delay in age-associated skin traits. **a**, Diagram showing anti-IL-17A/F treatment workflow. Created with BioRender.com. **b**, UMAP representation of all CD45^+^ and CD45^–^EpCAM^–^ cells analyzed by 10X scRNA-seq obtained following IL-17A/F blockade. **c**, Plot of selected GO categories belonging to BP analysis for genes upregulated (left) and downregulated (right) after IL-17A/F-blocking treatment in epidermal cells. **d**, Dot plot showing quantification of cornified layer thickness in aged/IgG control, aged/anti-IL-17A/F-treated and adult mice. Each dot represents the average of ten measurements per mouse (*n* = 8 mice, collected in two independent experimental replicates pooled) performed on H&E stainings of skin sections. Horizontal lines represent the median of individual values per age and condition. *P* values were calculated by two-tailed Mann–Whitney *U-*test. **e**, Representative images of H&E staining of adult, aged/IgG control and aged/anti-IL-17A/F-treated mice. Scale bars, 50 μm. Cornified layer thickness (black arrowheads) was measured using scaled images.

#### Nonimmune dermal cells

Nonimmune dermal clusters did not show major changes in gene expression following IL-17A/F inhibition. However, neutralization of IL-17A/F activity decreased the abundance of fibroblast 3 cells, previously described as the proinflammatory type of fibroblast (Extended Data Fig. 6a, bottom). This suggests that, even though the transcriptome of these cells is not markedly altered, they still responded to the blocking treatment.

#### Immune cells

Myeloid cells respond to IL-17 signaling in inflammatory situations, activating the expression of more proinflammatory cytokines^53^. The upregulation of proinflammatory cytokines (such as *Il1b* in clusters monocyte 1, macrophage 2 and dendritic cells) that we observed in aged cells was attenuated following neutralization of IL-17A/F signaling (Extended Data Fig. 6b and Supplementary Tables 4 and 5). We also observed a general decrease of proinflammatory genes in the monocyte 1 cluster (Extended Data Fig. 6c), which we previously identified as proinflammatory monocytes, although no significant changes in proportion were detected (Extended Data Fig. 6a).

Anti-IL-17A/F treatment led to no differences either at the transcriptomic level or in cell proportion analysis on lymphoid cells (Supplementary Table 4 and Extended Data Fig. 6a).

Consequently, our results indicate that blockade of IL-17A/F signaling affects certain dermal cell populations in a cell type-specific manner.

### Delay in epidermal aging traits following IL-17A/F blockade

We next investigated whether anti-IL-17A/F treatment would also ameliorate age-associated traits in keratinocytes. Sustained inflammation in aged epidermis is thought to affect epidermal stem cell fitness, potentially by reducing their regenerative function^2,10,13,17^. Bulk RNA-seq of aged and adult epidermal cells confirmed that the expression of proinflammatory cytokines and chemokine signaling increases in aged skin (Extended Data Fig. 7a and Supplementary Table 6). Importantly, IL-17A/F blockade reduced expression of cytokine-related signaling and chemotactic genes, including *Ccl5*, *Cxcr3* and *Xcl1*, as well as downregulated genes involved in proinflammatory processes including *Tnf* (Fig. 4c, Extended Data Fig. 7b and Supplementary Table 6). Concomitant to this, there was an increase in the expression of genes related to healthier wound healing such as *Wnt7a*^54^ (Fig. 4c, Extended Data Fig. 7b and Supplementary Table 6).

### Youthful skin traits increase following IL-17A/F blockade

#### Cornified layer thickness

A well-defined age-related phenotype in the epidermis is the increased thickness of the cornified layer^2^. Indeed, the thickness of this layer doubled in aged as compared with adult mice (Fig. 4d,e). In vivo systemic inhibition of IL-17 (using anti-IL-17A/F) in aging mice resulted in a thinner cornified layer compared with aged/IgG-treated control mice (Fig. 4d,e).

#### Hair follicle growth

Aged hair follicles show a lower capacity to enter the growing phase of the hair cycle (anagen)^17^. Anagen can be subdivided into phases that indicate how far the growth of the hair follicles has advanced^55^. As expected, hair follicles in our cohort of aged mice showed a delay in the anagen stage as compared with their adult counterparts at 8 days post epilation (Fig. 5a,b and Extended Data Fig. 7c). Although anti-IL-17A/F treatment in aged mice did not induce spontaneous anagen entry (Extended Data Fig. 7d), hair follicles of aged/anti-IL-17A/F-treated mice showed a faster pace in their anagen entry and progression almost identical to that in adult mice. This points towards a strong amelioration of the capacity of hair follicle stem cells to activate compared with aged/IgG-treated control mice (Fig. 5a,b and Extended Data Fig. 7c). Dermal papilla fibroblasts express secreted factors essential for hair follicle anagen entry, such as RSPO3 (ref. ^34^). We observed higher *Rspo3* mRNA expression by FISH in aged/anti-IL-17A/F-treated mice compared with aged/IgG-treated control mice, although this difference was not statistically significant (Extended Data Fig. 7e). This suggests that dermal papilla fibroblasts could be more fit to regrow hair following IL-17A/F blockade.

**Fig. 5:**
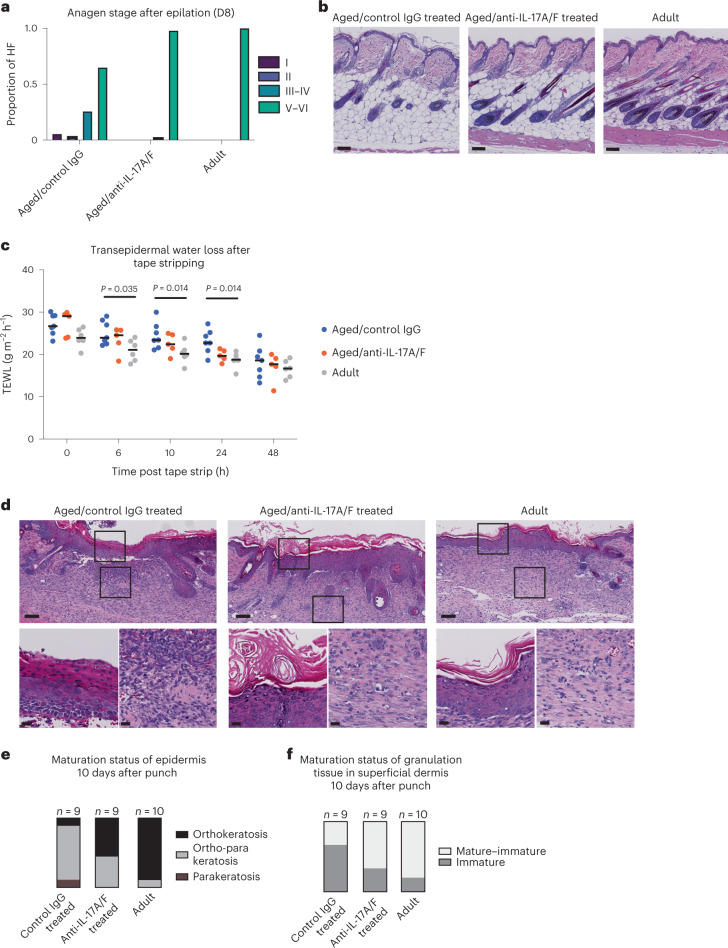
Decreased skin age-associated traits following IL-17A/F blockade. **a**, Quantification of anagen stages in mouse back skin at 8 days (D8) post epilation of aged/IgG control, aged/anti-IL-17A/F-treated and adult mice; *n* = 6 mice per condition. **b**, Details of H&E staining of epilated back skin samples at 8 days post epilation. Scale bars, 100 μm. This experiment was performed in two independent technical replicates with similar results, pooled in the analysis shown here. **c**, Plot depicting transepidermal water loss values (g m^–2^ h^–1^) after tape stripping during 48 h in aged/IgG control (*n* = 7), aged/anti-IL-17A/F-treated (n = 5) and adult (*n* = 6) mice. This experiment was performed in two independent technical replicates with similar results, pooled in the analysis shown here. *P* values were calculated by two-tailed Mann–Whitney *U-*test. **d**, Top, representative images of H&E staining of wound tissue 10 days post wound generation. Scale bars, 100 μm. Bottom, zoomed-in views of boxed areas in top panels showing details of epidermis and dermal granulation tissue. Scale bars, 20 μm. This experiment was performed in three independent technical replicates with similar results, pooled in the analysis shown here. **e**, Boxplot showing the maturation status of epidermis in aged/IgG control, aged/anti-IL-17A/F-treated and adult mice, qualified by the presence or absence of nuclei in the cornified layer (parakeratosis versus orthokeratosis) at 10 days post wounding. **f**, Boxplot showing the maturation status of granulation tissue in the superficial dermis in aged/IgG control, aged/anti-IL-17A/F-treated and adult mice at 10 days post wounding. HF, hair follicle.

#### Transepidermal water loss

The cornified layer confers impermeability to the skin due to the presence of crosslinked proteins and lipids, and is altered during the aging process^12^. When this layer is removed by mechanical means (for example, by tape stripping), the epidermal barrier becomes permeable (higher transepidermal water loss (TEWL)). Recovery of basal TEWL values after tape stripping is achieved in a few hours under homeostatic conditions. Nonetheless, the efficiency of recovery is affected by aging^8,12,56^. Accordingly, TEWL values recorded during the first 24 h after tape stripping showed a significant delay in aged/IgG-treated mice compared with adults (Fig. 5c and Extended Data Fig. 7f), but delayed barrier recovery was not as strong in aged/anti-IL-17A/F-treated mice when compared with aged/IgG-treated mice (Fig. 5c and Extended Data Fig. 7f). This shows an improvement in the barrier recovery of aged/anti-IL-17A/F-treated mice after sublesional injury to the cornified layer compared with their aged/IgG-treated counterparts.

#### Wound healing

Efficient wound healing requires a rapid tissue response for efficient re-establishment of the skin barrier. The dialog between dermal and epidermal cells is impaired during aging, leading to a delay in wound healing^18,27^. To test the impact of in vivo IL-17A/F blockade on wound healing we created a 5-mm wound on each flank of adult, aged/IgG control and aged/anti-IL-17A/F-treated mice. Wound closure did not show differences between age groups by macroscopic measurement of wound diameter in vivo throughout the ten post-wounding days (Extended Data Fig. 7g), as suggested by previous reports^18^.

After wounding, functional barrier regeneration is achieved by complete maturation of keratinocytes, including the enucleation of the upper layers of the epidermis (orthokeratosis)^57,58^. Nevertheless, incomplete maturation of keratinocytes can occur in aberrantly healing and chronic wounds where immature nucleated cells can populate the uppermost layers of the epidermis (parakeratosis)^59^. Importantly, when we assessed the epidermal maturation status of the re-epithelized area 10 days after injury we observed that, in adult mice, most of the new epidermis was composed mainly of orthokeratotic epithelium (that is, enucleated cells in the cornified layer). Conversely, in the aged/IgG-treated control mice the presence of parakeratosis in the majority of wounds points to a delay in epidermal maturation and incorrect barrier recovery (Fig. 5d,e) previously reported for aged wounds^59^. In aged/anti-IL-17A/F-treated mice the epithelization maturation state 10 days after wounding reached a degree intermediate between adult and aged/IgG-treated control wounds (Fig. 5d,e). Moreover, in the dermis a paramount event for correct wound healing is the maturation process of granulation tissue—newly formed blood vessels, immune cells and fibroblasts that help close the wound^60^. As wound healing progresses the granulation tissue matures towards a fibrotic tissue that will eventually form a scar. We observed immature granulation tissue in the majority of aged/IgG-treated control wounds 10 days after wounding. This trend was partially reversed in adults and intermediate maturation was observed in most of these wounds (Fig. 5d,f). The blockade of IL-17A/F signaling in aged mice allowed the progression of granulation tissue maturation to an adult-like state (Fig. 5d,f).

The amelioration of these parameters during wound healing suggests that short-term in vivo blockade of IL-17A/F signaling in aging mice aids the wound-healing process at two different levels: it helps in efficient maturation of both the re-epithelized area and subjacent granulation tissue. To summarize the foregoing, aberrant IL-17A/F signaling is at the hinge between dermal and epidermal cells and its neutralization results in a synergy that delays age-associated skin traits.

### IL-17A/F–NF-κB signaling is key in epidermal aging

Epidermal cells are responders to IL-17A and IL-17F in the skin^42^. Once IL-17 receptors IL-17RA and IL-17RC become activated, they signal through downstream transcription factors such as the canonical nuclear factor κ-light-chain-enhancer of activated B cells (NF-κB)^40^. Because tight regulation of NF-κB activity is needed for correct epidermal homeostasis and defense response^38^, we hypothesized that upregulation of IL-17A/F-dependent inflammation-related genes in aged epidermis might rely on NF-κB transcriptional activity. To test this, we performed chromatin immunoprecipitation followed by sequencing (ChIP–seq) for p65 (encoded by *Rela*) in epidermal cells from aged/IgG-treated control, aged/anti-IL-17A/F-treated and adult mice. 

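ChIP–seq sequences the DNA fragments that an antibody pulls down with a chromatin protein, here p65, so that the places it occupies appear as peaks of fragments. Epidermal cells came from 4 mice in each of the 3 conditions. Aged mice had received the control IgG or the antibodies against IL-17A and IL-17F for 12 weeks from 73 weeks of age. The authors trimmed the reads, aligned them to mm10, processed each mouse individually, merged the 4 mice of a condition, removed duplicates and downsampled every pool to the same number of reads. Peaks were then called by the authors with MACS2 on each pool at a q value of 0.01 with a fixed fragment length. The deposited lists thus hold 1 set of peaks per condition with no replicates. No test between conditions was possible, and the intervals given here cover counting error only. The use of the 3 input libraries in peak calling is not stated in the listed parameters, and the inputs were not analysed here. The read depth behind a single peak is unknown from these lists. Each peak has the authors' fold enrichment over the local background and a −log10 q, which were used here only to describe, rank or filter peaks within one list.
The adult list had 8525 peaks, the aged/IgG control list 4169 and the aged/anti-IL-17A/F list 6014. Median peak widths were 452 bp in adult, 431 bp in aged/IgG control and 444 bp in aged/anti-IL-17A/F. The median fold enrichment was 3.60 in adult, 3.80 in aged/IgG control and 3.69 in aged/anti-IL-17A/F. With only peaks of a −log10 q of at least 10, the number of adult peaks fell to 5650. Peaks were counted as shared between conditions when they overlapped by at least 1 bp. As a check of each list that does not use the labels, the NF-κB motif GGGRNWYYCC was sought within 100 bp of the summits. It was found at 28.5% of adult peaks (95% Wilson interval 27.5 to 29.4%), 37.8% of aged/IgG control peaks (36.3 to 39.2%) and 34.9% of aged/anti-IL-17A/F peaks (33.7 to 36.1%). Windows of the same width 2000 bp to either side had it at 2.18%, 1.95% and 2.26%, respectively. The order of the conditions depended on the number of peaks. Among the 4169 peaks of highest −log10 q in each list, the motif was found at 41.1% in adult, 37.8% in aged/IgG control and 42.0% in aged/anti-IL-17A/F. Lists were reduced to equal numbers of peaks in this way throughout.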

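Each p65 peak was assigned to the gene with the nearest transcription start site among the curated RefSeq transcripts of GRCm38, the assembly of mm10, and peaks nearest to a gene that is not protein-coding were left out. This kept 7336 adult peaks, 3551 aged/IgG control peaks and 5133 aged/anti-IL-17A/F peaks. The paper's own annotation has 7582 rows for adult and 3693 for aged/IgG control. The peaks lay at 4838 protein-coding genes in adult, 2706 in aged/IgG control and 3649 in aged/anti-IL-17A/F, of 20923 in the annotation. When each list was reduced to as many peaks as the smallest one has, the number of adult genes was 2760. A total of 2388 genes had a peak in every condition. In adult, 36.9% of peaks lay within 1 kb of a transcription start site, against 33.1% in aged/IgG control and 33.7% in aged/anti-IL-17A/F.
The highest fold enrichment in adult was 23.6, at a peak on chromosome 7 from 28765918 to 28766857, whose middle lies 257 bp from the start of Nfkbib. The next strongest adult peaks were nearest to Gm826, Gpbp1, Tnip1 and Chd2. In aged/IgG control, the strongest peak had a fold enrichment of 19.2 and overlapped Nfkbia on chromosome 12 from 55491653 to 55493134. It was followed by peaks nearest to Junb, Mir3965, 4831407H17Rik and Mmrn2. In aged/anti-IL-17A/F, the strongest peak was again at Nfkbib, with a fold enrichment of 22.3, followed by Tnfaip3, Nfkb2, Gm826 and Nfkbia. Nfkbib, Nfkbia, Tnip1 and Tnfaip3 encode inhibitors of NF-κB signaling.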

We annotated the peaks to their closest gene, filtered out those not associated with protein-coding genes and analyzed their biological function by Gene Ontology (GO) term analysis (Extended Data Fig. 8a and Supplementary Table 7).

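The members of the GO categories were not used here, and 5 gene lists written from the category names before the data were examined stood in for them. Genes with a p65 peak were compared with all protein-coding genes by a one-sided Fisher's exact test for each list and condition, with Benjamini-Hochberg adjustment over all lists and conditions. The test runs across genes, which are not replicates. Of the 42 genes of the IL-12 list, 22 were bound in adult (odds ratio 3.67, adjusted P = 6.3e-05 by Fisher's exact test), 17 in aged/IgG control (odds ratio 4.60, adjusted P = 1.5e-05) and 17 in aged/anti-IL-17A/F (odds ratio 3.23, adjusted P = 0.00049). Of the 28 genes of the NIK/NF-κB list, 16 were bound in adult (odds ratio 4.44, adjusted P = 0.00016 by the same exact test), 16 in aged/IgG control (odds ratio 9.02, adjusted P = 1.1e-07) and 17 in aged/anti-IL-17A/F (odds ratio 7.35, adjusted P = 9.8e-07). For the 14 genes of the IL-27 and IL-35 list, 7 were bound in each condition, and the adjusted P of the exact test was 0.025 in adult, 0.0011 in aged/IgG control and 0.0062 in aged/anti-IL-17A/F. The IL-7 list of 23 genes, which includes Crlf2, had 11 bound genes in adult (adjusted P = 0.0090, Fisher's exact test), 10 in aged/IgG control (adjusted P = 0.00041) and 9 in aged/anti-IL-17A/F (adjusted P = 0.012). Its enrichment was lost in every condition when only peaks within 10000 bp of a transcription start site were used, with an adjusted P of 0.0504 in aged/IgG control. The T-helper 17 differentiation list was the exception in its order, with 17 of 24 genes bound in adult (adjusted P = 2.2e-06, Fisher's exact test) and 13 in aged/IgG control (adjusted P = 3.6e-06). In aged/anti-IL-17A/F, 13 genes of this list were bound (adjusted P = 8.0e-05, same exact test).
In the other lists, the P value was thus lowest in aged/IgG control while the number of bound list genes was not above that in adult, and fewer genes were bound there in all. Joined, the 5 lists hold 113 genes, of which 60 were bound in adult, 50 in aged/IgG control and 50 in aged/anti-IL-17A/F. With the number of peaks made equal, 45, 50 and 43 of them were bound, with odds ratios of 4.41, 5.42 and 4.14, respectively. At equal peak number, 6 of these genes were bound in aged/IgG control and not in adult and 1 in adult and not in aged/IgG control (two-sided exact sign test, P = 0.125). Among the 6 is Crlf2, which the paper names from these same libraries. In a collection not chosen by hand, 953 Reactome pathways, 207 had an adjusted P under 0.05 in adult, 145 in aged/IgG control and 193 in aged/anti-IL-17A/F by the same exact test, and 130 of these were shared by adult and aged/IgG control. With the number of peaks made equal, the pathways numbered 111 in adult, 145 in aged/IgG control and 141 in aged/anti-IL-17A/F.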

Genes bound by p65 in the aged/control IgG-treated samples showed an increase in inflammation-related functions when compared with those in adults, as reflected by the higher statistical significance of inflammation-related categories in GO analysis (Fig. 6a). This was accompanied by the presence of p65 in regulatory areas of specific proinflammatory genes in aged/IgG-treated control samples, such as *Il9* and *Crlf2*, which have been described as relevant in immune responses^61,62^ (Fig. 6b). 

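The Il9 gene lies on the minus strand of chromosome 13 of mm10 from 56479277 to 56482257. In aged/IgG control, a peak was called from 56476847 to 56477188, in intergenic sequence beyond the 3′ end of the gene and 5240 bp from its transcription start site. Its fold enrichment was 3.06 with a −log10 q of 6.92, which placed it at percentile 19.9 of the fold enrichments in that list. The sequence around its summit, from 56477087 to 56477127, is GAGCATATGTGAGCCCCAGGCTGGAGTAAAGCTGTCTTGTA. Crlf2 lies on the minus strand of chromosome 5 from 109554709 to 109559128, and its aged/IgG control peak, from 109557669 to 109557968, falls in an intron 1175 bp from the start site. This peak had a fold enrichment of 2.66 and a −log10 q of 4.54, at percentile 6.88 of the list, and was no longer present when a −log10 q of at least 5 was required. The sequence from 109557731 to 109557771 around its summit is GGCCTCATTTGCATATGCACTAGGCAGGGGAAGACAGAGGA. Neither peak contained the motif GGGRNWYYCC. In adult, the closest peak to that at Il9 was 38145 bp away, and the closest to that at Crlf2 was 549566 bp away. Among aged/IgG control peaks in the same decile of fold enrichment, 15.8% had no overlapping adult peak for the decile of Il9 and 16.1% for that of Crlf2.

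**Figure D1:**
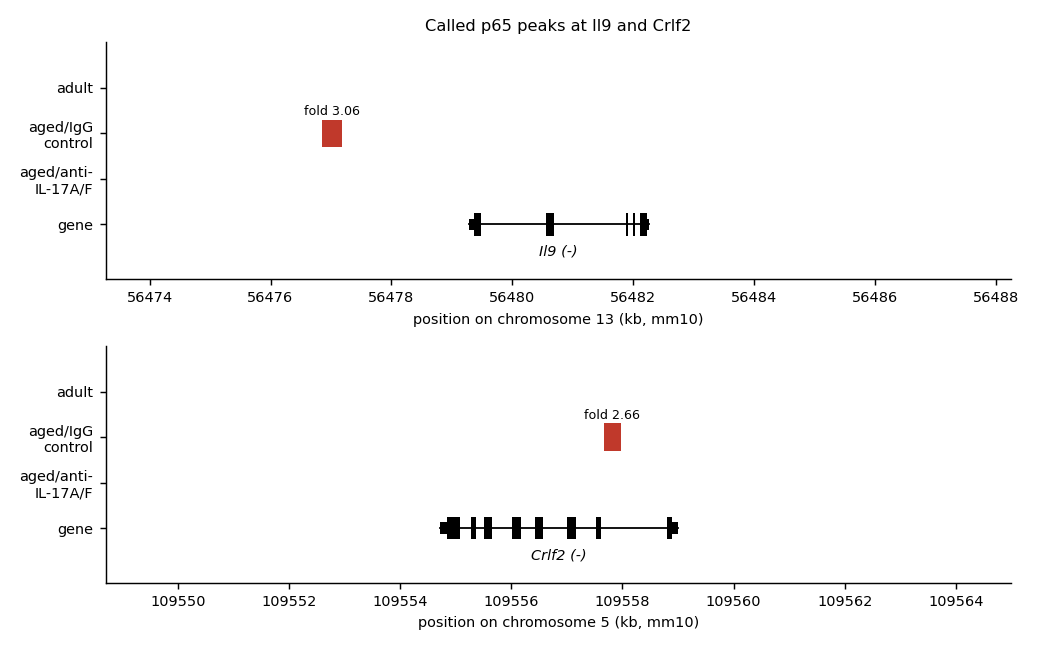
Called p65 peaks (boxes, with the authors' fold enrichment) in the 3 conditions along chromosome 13 at Il9 and chromosome 5 at Crlf2, position in kb of mm10. For each gene 1 RefSeq transcript is drawn with coding exons as tall boxes and the strand in parentheses; in both regions a peak was called in aged/IgG control and in neither of the other lists.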

After in vivo blockade of IL-17A/F activity in aging mice, this age-associated inflammatory trend was reversed (Fig. 6a,b). Nonetheless, this effect was only partial because some of these inflammatory genes remained bound by p65 following anti-IL-17A/F treatment (Extended Data Fig. 8b,c). This suggests that the effect of in vivo anti-IL-17A/F treatment in aging mice, although sufficient to delay many aging-related skin traits, may be acting only partially in a p65-binding-dependent manner.

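Of the 4169 aged/IgG control peaks, 279 had no overlapping adult peak, and 175 of these also had none in aged/anti-IL-17A/F, which is 4.20% of the list (95% Wilson interval 3.63 to 4.85%). The peaks at Il9 and Crlf2 are in this class. In aged/anti-IL-17A/F, the peak closest to that at Il9 was 38086 bp away and the peak closest to that at Crlf2 was 828006 bp away. The remaining 104 peaks absent in adult were still present in aged/anti-IL-17A/F. The size of the class depended on the overlap required, with 298 peaks when at least 50% of both peaks had to overlap, and more strongly on the number of peaks, with 674 (16.2%) when each list was reduced to the same number. Peaks found in aged/IgG control alone had a median fold enrichment of 3.06, against 3.88 for those shared with another condition, and none was in the strongest decile of the list. The strongest of them, on chromosome 10 from 94093415 to 94093762, had a fold enrichment of 4.12, lay in an intron of Fgd6 and was nearest to the start site of Nr2c1. It was followed by peaks nearest to Prr16, Saxo1, Zfand5 and Acsl5. These start sites are far from the peaks, at 54343 bp for Nr2c1, 164776 bp for Prr16, 210642 bp for Saxo1, 72185 bp for Zfand5 and 13621 bp for Acsl5. The nearest gene need not be a target. At the level of genes, 126 had a peak in aged/IgG control and not in adult, and 81 of them had none in aged/anti-IL-17A/F. Of the inflammation lists, Crlf2 and Il23a were bound in aged/IgG control and not in adult, and only Crlf2 lost its peak in aged/anti-IL-17A/F.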

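Of the 50 inflammation-list genes bound by p65 in aged/IgG control, 46 were also bound in aged/anti-IL-17A/F, and 45 were bound in all 3 conditions. The 4 bound in aged/IgG control and not in aged/anti-IL-17A/F were Crlf2, Il12rb2, Il1r1 and Irs2, while Ikbkb, Rora, Stat4 and Stat5b were bound in aged/anti-IL-17A/F and not in aged/IgG control. Among all aged/IgG control peaks, 86.6% (95% Wilson interval 85.6 to 87.6%) overlapped a peak in aged/anti-IL-17A/F and 93.3% (92.5 to 94.0%) overlapped a peak in adult. When each list was reduced to the same number of peaks, these shares were 75.6% and 75.9%. Tnf had a peak in every condition at its 3′ end, in aged/IgG control on chromosome 17 from 35198962 to 35199424, at percentile 88.3 of the fold enrichments in that list. The peak contains the motif match GGGAAATTCC from 35199167 to 35199176. The Tnf peak was at percentile 91.4 of the adult list and at percentile 90.1 of the aged/anti-IL-17A/F list. No peak was assigned to Ccl5, Cxcr3, Xcl1 or Wnt7a in any condition.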

**Fig. 6:**
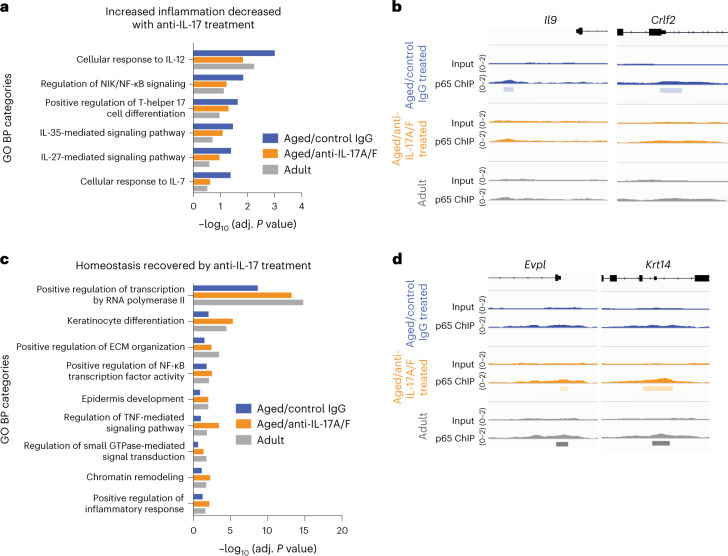
IL-17 signaling is partially transduced by p65/NFκB signaling in epidermal cells. **a**, Plot comparing the adjusted *P* values of selected inflammation-related GO categories of genes bound by p65 in aged/IgG control, aged/anti-IL-17A/F-treated and adult mice. **b**, Representative images of genes belonging to inflammation-related GO categories showing binding of p65 to their regulatory areas. **c**, Plot comparing adjusted *P* values of selected homeostasis-related GO categories of genes bound by p65 in aged/IgG control, aged/anti-IL-17A/F-treated and adult mice. **d**, Representative images of genes belonging to the selected epidermal homeostasis-related GO categories showing binding of p65 to their regulatory areas.

In addition, we observed that binding of p65 to the regulatory areas of certain genes relevant to epidermal homeostasis was lost during aging (Fig. 6c). Such is the case for *Evpl* and *Krt14* (which encode envoplakin and keratin 14, respectively), essential in skin barrier function and stem cell maintenance, respectively^63,64^ (Fig. 6d). 

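The 97 symbols of a list written for keratinocyte differentiation and epidermis development, of which 95 were in the annotation, stood in for the homeostasis-related GO categories. The list includes Evpl, Krt14 and Dll1, which the paper names from these same libraries. Their pattern was known beforehand, and the counts and tests of the list were not repeated without them. In adult, 68 of these genes had a p65 peak (odds ratio 8.48, adjusted P = 3.2e-22 by a one-sided Fisher's exact test across genes), in aged/IgG control 46 (odds ratio 6.41, adjusted P = 3.1e-16) and in aged/anti-IL-17A/F 60 (odds ratio 8.23, adjusted P = 4.0e-22). With the same number of peaks in each list, 51, 46 and 47 genes were bound, with odds ratios of 7.75, 6.41 and 6.61. In all, 22 genes of the list were bound in adult and not in aged/IgG control, among them Anxa1, Areg, Cdsn, Dll1, Dsc1, Dsp, Evpl, Ezh2, Grhl1, Itga6, Jag2, Krt14, Krt15, Krt5, Lama3, Ppl, Prdm1, Ptch1, Tgm3 and Vdr, and 0 were bound in the opposite direction. At equal peak number, 10 genes of the list were bound in adult and not in aged/IgG control and 5 in aged/IgG control and not in adult (two-sided exact sign test, P = 0.302). From the inflammation lists, 12 genes were bound in adult and not in aged/IgG control, namely Arf1, Cdc42, Cfl1, Ep300, Hnrnpa2b1, Il1b, Il6, Malt1, Mif, Pik3r2, Rora and Stat5b.
Across the genome, 3879 of the 8525 adult peaks (45.5%, 95% Wilson interval 44.4 to 46.6%) overlapped a peak in aged/IgG control. Presence in aged/IgG control rose with the strength of the adult peak, from 13.4% in the weakest decile by fold enrichment to 100% in the strongest. At the homeostasis list, 108 of 194 adult peaks were missing from aged/IgG control, against 108.5 expected from adult peaks of the same deciles of fold enrichment (SD 5.44, two-sided permutation test, P = 1).

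**Figure D2:**
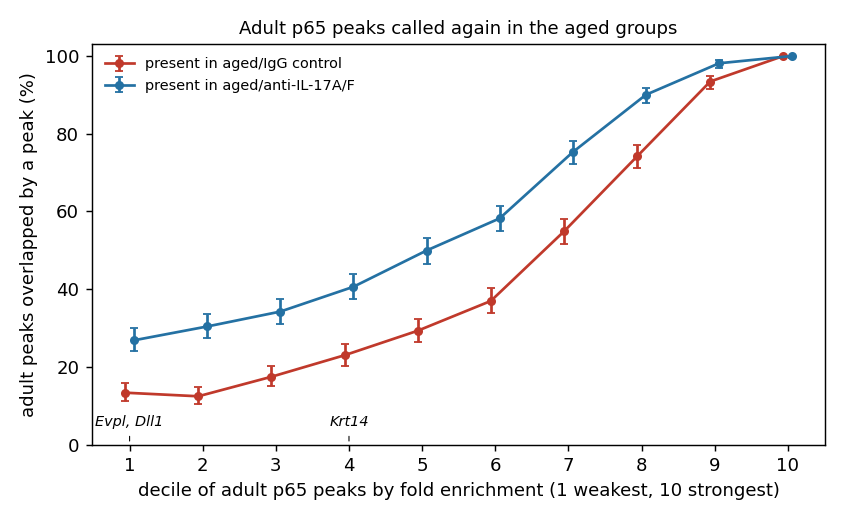
Share of adult p65 peaks (y axis, %) that were overlapped by a peak in aged/IgG control or in aged/anti-IL-17A/F, by decile of the adult fold enrichment (x axis), with 95% Wilson intervals for counting error. The deciles that hold the adult peaks at Evpl, Dll1 and Krt14 are marked; presence was 100% in the strongest decile in both aged groups and lowest among weak peaks.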

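Evpl lies on the minus strand of chromosome 11 of mm10 from 116220559 to 116238165. Its adult peak, from 116237919 to 116238347, covers the transcription start site and had a fold enrichment of 2.39 and a −log10 q of 5.23, at percentile 3.58 of the adult list. The peak contains a motif match, GGGGGACCCC, from 116237953 to 116237962. This match is not within 100 bp of the peak summit, at 116238227. By the rule used to count motifs, the adult Evpl peak is thus without one. Krt14 lies on the minus strand of the same chromosome from 100203162 to 100207510. The adult peak, from 100205920 to 100206332, is inside the gene at the start of a shorter RefSeq transcript, with its middle 96 bp upstream of that start. Its fold enrichment was 3.22 with a −log10 q of 10.6, at percentile 35.9, and it contains the motif match GGGACTTTCC from 100206128 to 100206137. In aged/IgG control, no peak was assigned to either gene. The closest aged/IgG control peak to that at Evpl was 104776 bp away, and the closest to that at Krt14 was 42612 bp away and assigned to Krt16. Of the adult peaks in the same decile of fold enrichment as Evpl, 86.6% were absent in aged/IgG control, as were 77.0% in that of Krt14.

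**Figure D3:**
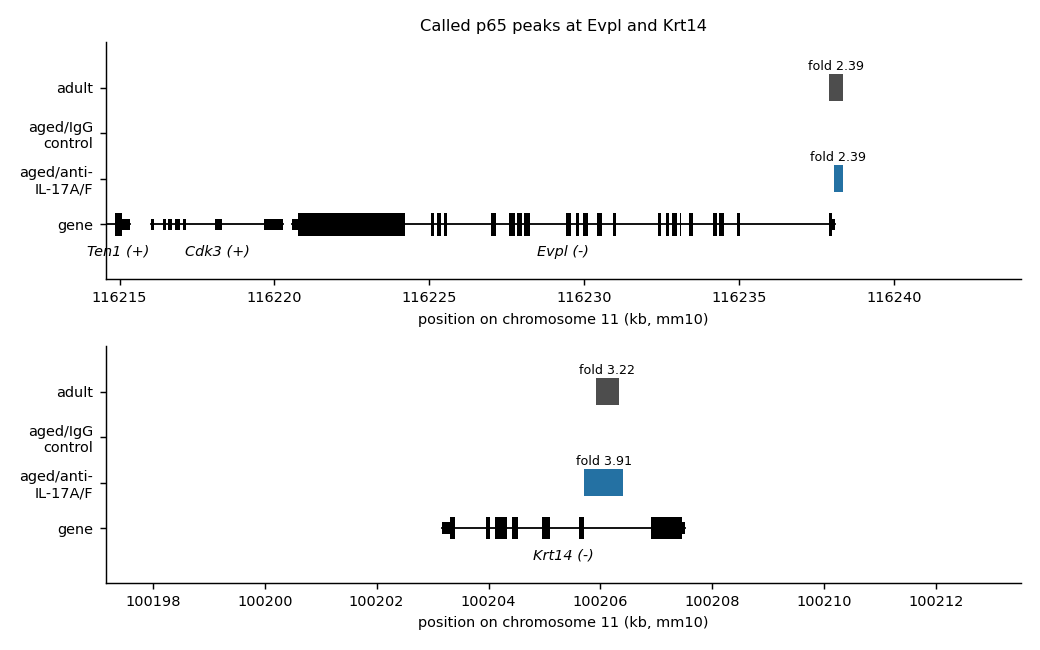
Called p65 peaks (boxes, with the authors' fold enrichment) in the 3 conditions along chromosome 11 at Evpl and Krt14, position in kb of mm10. For each gene 1 RefSeq transcript is drawn with coding exons as tall boxes and the strand in parentheses; both regions have a peak in adult and in aged/anti-IL-17A/F and none in aged/IgG control.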

Importantly, binding of p65 to those genes was recovered following IL-17A/F in vivo blockade, suggesting that decreased IL-17A/F activity might redirect p65 to genes essential for epidermal function that are lost during aging (Fig. 6d). This effect was also partial, because other genes important for epidermal development and maturation, such as *Dll1* (ref. ^65^), remained unbound in aged/anti-IL-17A/F-treated epidermis (Extended Data Fig. 8d).

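In aged/anti-IL-17A/F, the peak at Evpl ran from 116238063 to 116238364 with a fold enrichment of 2.39 and a −log10 q of 4.65, at percentile 2.91 of that list, and was absent when a −log10 q of at least 5 was required. This Evpl peak did not cover the motif match of the adult peak and contained none. Since the match in the adult peak lies outside the window around its summit, this is no loss of a motif near the summit. The peak at Krt14 ran from 100205713 to 100206400 with a fold enrichment of 3.91 and a −log10 q of 16.2, at percentile 56.1. It contains the same motif match as the adult peak. The aged/anti-IL-17A/F peaks at both genes overlapped the adult peaks. Of aged/anti-IL-17A/F peaks in the same decile of fold enrichment, 72.3% were absent in aged/IgG control for Evpl and 39.2% for Krt14. Judged by this list, absence at the strength of the Krt14 peak was thus less common than judged by the adult list. Of the 22 homeostasis-list genes bound in adult and not in aged/IgG control, 14 were bound in aged/anti-IL-17A/F.
Of the 4646 adult peaks missing from aged/IgG control, 1644 were present in aged/anti-IL-17A/F (35.4%, 95% Wilson interval 34.0 to 36.8%). If presence in aged/anti-IL-17A/F had depended only on the decile of adult fold enrichment, 2089 of them would have been present (SD 15.8, two-sided permutation test, P = 1e-05, the smallest that the permutations can give). A shortfall of this kind was seen in every pairing of the 3 lists, so the test cannot speak for or against recovery. Absence from one list may select peaks that are weaker than their fold enrichment in another shows. Reducing each list to the same number of peaks left 462 such peaks, 45.3% of those missing, and with the adult and aged/anti-IL-17A/F lists exchanged the share was 68.4%. Among the lost homeostasis-list peaks, 41 of 108 were present in aged/anti-IL-17A/F, against 42.4 expected from lost peaks of the same strength (SD 4.68, two-sided permutation test, P = 0.830). The strongest recovered peak had an adult fold enrichment of 7.07 and lay on chromosome 6 from 149260875 to 149261336, nearest to Resf1 but 48309 bp from its start site. It was followed by peaks nearest to Ptgs1, Tmem131l, Ddi2 and Zbtb34. At the level of genes, 905 of the 2258 bound in adult and not in aged/IgG control were bound in aged/anti-IL-17A/F.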

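Dll1 lies on the minus strand of chromosome 17 of mm10 from 15367354 to 15376932. The adult peak, from 15380330 to 15380636, is in intergenic sequence 3551 bp upstream of its transcription start site, with a fold enrichment of 2.34 and a −log10 q of 4.50, at percentile 3.04 of the adult list. It was absent when a −log10 q of at least 5 was required. The sequence around its summit, from 15380503 to 15380543, is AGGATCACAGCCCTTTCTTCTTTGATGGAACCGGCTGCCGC. The closest peak was 53569 bp away in aged/anti-IL-17A/F and 53642 bp away in aged/IgG control, in each case assigned to Gm10510. Adult peaks in the same decile of fold enrichment were absent in aged/anti-IL-17A/F in 73.2% of cases. Other homeostasis-list genes bound in adult and in neither aged group included Anxa1, Areg, Cdsn, Itga6 and Jag2. In all, 3002 adult peaks (35.2%, 95% Wilson interval 34.2 to 36.2%) were found in neither aged group.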

Thus, we have found that p65/NF-κB is an IL-17A/F-responsive transcription factor in epidermal cells that accounts for part of the change towards a more proinflammatory and less homeostatic gene expression in aging.

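To set p65 binding beside expression, the 460 genes were used that the paper's Supplementary Table 6 lists as differentially expressed between aged and adult epidermis. Its last column does not mark all of them as called. All 460 were matched to the annotation by Entrez identifier. This gave 209 protein-coding genes with higher and 215 with lower expression in aged mice. In adult, 34.0% of the higher genes (95% Wilson interval 27.9 to 40.6%) and 43.7% of the lower genes (37.3 to 50.4%) had a p65 peak, with an odds ratio of 0.662 (two-sided Fisher's exact test across genes, P = 0.046, adjusted P = 0.139 over the 3 conditions). In aged/IgG control, the shares were 22.5% and 26.0% (odds ratio 0.824, adjusted P = 0.460 by the same exact test), and in aged/anti-IL-17A/F 28.2% and 31.6% (odds ratio 0.850, adjusted P = 0.460). No condition passed the adjusted threshold. Of the higher genes, Guca2a and Sparc had a peak in aged/IgG control and not in adult, as did Selenop among the lower genes. A peak in adult and not in aged/IgG control was found at 26 of the higher and 39 of the lower genes, and 14 and 13 of these, respectively, were bound in aged/anti-IL-17A/F. The paper compares the significance of GO categories among bound genes, and single inflammatory and homeostasis genes, between the 3 conditions. It concludes that p65 responds to IL-17A/F in epidermal cells and accounts for part of the age-related change. The paper also reports lower expression of proinflammatory genes in epidermal cells after the blockade. The genes changed by the blockade were not compared with p65 binding as a set here.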

## Discussion

During aging, tissue-specific alterations in the niche synergize with stem cell-intrinsic changes to contribute to the development of age-associated traits^17,66–68^. Aging has been proposed to drive a tissue-dependent proinflammatory microenvironment that perturbs adult stem cell behavior^69–72^. Infiltration of immune cells into the stem cell niche^69^, or a transcriptional switch of stem cells, contributes to this proinflammatory environment that negatively feeds back to their own fitness^70^. Here we have characterized the effects of the proinflammatory cytokine IL-17 on skin aging. Our results show that elevated IL-17 signaling, secreted by aged dermal CD4^+^ T_H_ cells, γδ T cells and ILCs, orchestrated many of the age-associated tissue dysfunctions by exertion of pleiotropic effects. IL-17-mediated signaling is heavily linked to the development of chronic inflammatory and autoimmune diseases^42,46,73^. In the skin, these diseases include psoriasis, pemphigus and alopecia areata^43^. Even if none of the clinical signs of these diseases are common with physiological aging, they share an increased aberrant IL-17-based signaling that impedes correct skin function. Our results strongly suggest that, intriguingly, the local environment of the aged skin resembles a low-level but persistent state of chronic inflammation, with deficient permeability and impaired wound healing that is reminiscent of what occurs in serious skin diseases such as psoriasis. Consequently, anti-IL-17 therapies, already approved for treatment of psoriasis, might be repositioned to other age-associated ailments such as excessive skin dryness or difficulty in repairing damaged skin in the elderly.

## Methods

### Mouse handling and husbandry

Mice were housed under a regimen of 120h/12-h light/dark cycles and specific-pathogen-free conditions. The temperature of the animal facility was maintained between 20 and 24 °C and humidity ranged from 45 to 65%. Animals were handled following the ethical regulations and guidelines of Scientific Park of Barcelona and the Government of Catalunya. All procedures were evaluated and approved by the Ethical Committee for Animal Experimentation of the Government of Catalunya (approval reference no. 10712). All mice used were from the C57BL/6 J strain. Aged mice were either bred in-house or were retired C57BL/6 J breeder females purchased from Charles River, and were kept until the desired age in the animal facility at Barcelona Science Park. Control adult mice were either bred in-house or purchased from Charles River to generate matching cohorts. Mostly female mice were used due to this fact, and also to differences in skin-digesting efficiency between sexes, because longer male skin digestion times are required and this reduced the survival of sorted dermal cells, skewing the results towards the most resilient cell types. For experiments that did not require enzymatical digestion of the dermis, both males and females were used. Mice were always killed during darkness, to coincide with their active phase. Aged mice were between 80 and 90 weeks of age and adult mice were between 17 and 25 weeks of age. Mice with signs of skin inflammation (dermatitis, wounds or redness) were excluded from the experiments to avoid interference with the results.

### Epidermal and dermal cell isolation for genomics analysis

Mice were killed and whole-torso skin was removed as rapidly as possible. Hypodermal fat was removed by scalpel and, after two washes in PBS, skins were floated (dermal side down) in dispase II solution (5 mg ml^–1^; no. D4693, Sigma-Aldrich) in PBS for 30–40 min at 37 °C. Epidermis was removed by scalpel. For dermal cell isolation, dermis was mechanically dissociated using a McIlwain Tissue Chopper (The Mickle Laboratory Engineering Co.) and then further digested in Liberase TM (6.5 Wünsch units per reaction, Roche) diluted in DMEM (no. 41965, Thermo Fisher Scientific) for 20–30 min at 37 °C with gentle agitation. Afterwards, DNase I (1 mg ml^–1^; no. DN25, Sigma-Aldrich) was added to the mix with incubation for 15 min at 37 °C without agitation. Digested dermis was first strained through a 100-µm strainer and then through a 40-µm strainer, to obtain single-cell suspensions.

### RNA-seq

For bulk RNA-seq of adult and aged, and aged/control IgG-treated and anti-IL-17A/F-treated, mice, four mice were used per condition. Cells in single-cell suspensions were frozen in 1 ml of Trizol (Invitrogen) for posterior RNA isolation. RNA was extracted from epidermal cell pellets frozen in Trizol using the RNeasy Mini Kit (Qiagen) and further processed for mRNA-seq with Illumina sequencing technology.

### Flow cytometry and cell sorting (yielding CD45^+^, CD45^–^EpCAM^–^)

For 10X scRNA-seq, single-cell dermal suspensions were incubated with CD45–APC (clone 30-F11, 1:100, no. 559864 BD Biosciences) and EpCAM–PE (clone G8.8, 1:200, no. 552370 BD Biosciences) for 45 min on ice. After two washes in PBS, cells were resuspended in 2 µg ml^–1^ DAPI (no. 32670, Sigma-Aldrich) to stain DNA. These were then analyzed using a BD FACSAria Fusion flow cytometer with FACSDiva software v.8.0.1, in which CD45^±^ cells were retained and EpCAM^+^ cells excluded. For flow cytometry analyses, FlowJo v.10.0.8.r1 was used.

### In vivo anti-IL-17A/F-neutralizing treatment

Cohorts of aging (73-week-old) mice were randomly distributed into two groups and were treated with either (1) a mixture of 105 µg of anti-IL-17A (clone 17F3, no. BE0173, BioXCell) and 105 µg of anti-IL-17F (clone MM17F8F5.1A9, no. BE0303, BioXCell) or (2) 210 µg of control IgG1 (clone MOPC-2, no. BE0083, BioXCell). Injections of 100 µl of antibody solution in PBS were administered intraperitoneally and performed three times per week during the dark cycle at the same time of day (2–3 h into the dark phase). After 12 weeks of treatment, mice were either (1) killed to obtain samples of either dermal cells for 10X scRNA-seq or epidermal bulk RNA-seq of the epidermis and histology analysis or (2) used to measure skin aging traits.

### Epilation

Adult (*n* = 6, 18–20-week-old), aged/IgG control and aged/anti-IL-17A/F (*n* = 6, 85-week-old) female mice treated for 12 weeks with either IgG control (*n* = 6, 85-week-old) or anti-IL-17A/F were used (*n* = 6, 85 weeks old). Mice were anesthetized using a mixture of ketamine (75 mg kg^–1^ body weight) and medetomidine (1 mg kg^–1^) by intraperitoneal injection. Buprenorphine (0.05 mg kg^–1^) was injected subcutaneously as analgesic and anti-inflammatory treatment. An area of about 2–3 cm^2^ of back skin was epilated using wax papers until hair was completely removed (usually two or three rounds of waxing). Atipamezole (1 mg kg^–1^) was injected to reverse anesthesia, and mice were left on heating pads until completely recovered. Mice were housed individually to avoid scratching and contact of the epilated areas. Animal health status was monitored daily. After 8 days post hair removal, mice were killed and images of shaved back skin captured. Samples of back skin were taken, fixed in neutral buffered formalin (10%) for 3 h at room temperature, dehydrated and embedded in paraffin blocks for later histological assessment.

### Wounding and wound-healing experiments

Adult mice (*n* = 15, 18–20 weeks old) and aged mice (*n* = 14, 85 weeks old) treated for 12 weeks with IgG control as previously described, and aged male and female mice (*n* = 15, 85 weeks old) treated for 12 weeks with anti-IL-17A/F-, were used. For the IL-17-blocked group, IL-17A/F-blocking injections were stopped 1 week before starting the wound-healing assay to normalize IL-17 endogenous activity and separate the role of this cytokine in wound healing^74^ from its role during aging.

Mice were anesthetized using 3–4% isoflurane, and buprenorphine (0.05 mg kg^–1^) was injected subcutaneously for analgesia. Body temperature of the animals was maintained by placing them on a heating mat covered by a sterile surgical drape throughout the process. Hair was shaved in the back region and the area sterilized with 10% povidone-iodine in distilled H_2_O solution. Two skin biopsies were carried out per animal, one on each flank using a 5-mm-diameter sterile, disposable circular biopsy punch (5 mm diameter, Kai medical, no. BP-50F). Sharp scissors were used to specifically dissect the skin layer biopsy after using the punch, to avoid affecting other underlying tissue. Mice were placed on warm pads until fully recovered from anesthesia and then housed individually throughout the entire experiment. Wound areas were macroscopically assessed by daily measurement of length and width using a digital caliper (Traceable Digital Caliper). For wound area analysis, measurements of two wounds per animal were averaged. All wounds were collected, fixed in neutral buffered formalin (10%) for 3 h at room temperature, dehydrated and embedded in paraffin blocks for later histological assessment.

### Barrier recovery measurement

Barrier integrity was assessed by measurement of TEWL, a parameter that measures water evaporation directly on the skin surface using a probe (Tewameter TM Nano, Courage+Khazaka). The animals used included adult (*n* = 6, 18–20-week-old), aged/IgG control (*n* = 7, 85-week-old) and aged/IL-17A/F-treated (*n* = 5, 85-week-old) female mice. Back skins were shaved 24 h before barrier disruption assay. Mice were anesthetized using 3–4% isoflurane and their temperature maintained constant at 37 °C by keeping them on a tightly regulated thermal plate during TEWL measurements. The mice were left to acclimate after induction of anesthesia and before starting tape stripping and measurements. All measurements were carried out at the same location by the same person, and room temperature and humidity were recorded. The order of data collection was randomized on the first occasion but was then replicated for each consequent measure.

The epidermal barrier was disrupted by tape stripping (Corneofix CF 20, Courage+Khazaka) and the number of tape strips adjusted according to mouse age to obtain TEWL > 20 g m^–2^ h^–1^ (ref. ^75^). A range of between six and ten strips was needed for adults, and 12–16 for aged/IgG controls and aged/anti-IL-17-treated mice. For TEWL measurements the probe was used according to the manufacturer’s instructions. The probe was placed in each location of the skin surface being measured for 40 s before stabilization, each measurement lasting 1 min. TEWL probe measurements were carried out immediately after tape stripping (*t*_0_) and 6, 10, 24 and 48 h post tape stripping (*t*_6_, *t*_10_, *t*_24_, *t*_48_, respectively). Two measurements per animal were recorded, and we averaged their TEWL value to obtain one single value per animal and per time point. Also, for consistency, the probe was placed at these same two locations for each consecutive measurement. The locations used for measurements were carefully selected to avoid areas where tape stripping had caused the appearance of small wounds, to prevent alteration of the actual barrier recovery values.

### Chromatin immunoprecipitation

Four independent mice per condition of adult, aged/IgG-treated control and aged/anti-IL-17A/F-treated were used for p65 chromatin immunoprecipitation sequencing (ChIP–seq). To isolate epidermal cells, the epidermal cell isolation protocol described below was followed (Epidermal and dermal cell isolation for genomics analysis). Instead of dispase II solution, 0.8% trypsin solution (trypsin 1:250, dissolved in PBS) was used to separate dermis from epidermis for 30–40 min at 37 °C. Around 30 million pelleted epidermal cells were used per reaction. The cells were crosslinked using Gold fixative (no. C01019027, Diagenode) following the manufacturer’s directions. After two PBS washes, a second fixation was carried out in methanol-free 1% formaldehyde (no. 28908, Thermo Fisher Scientific) in MEM calcium-free medium with 10% calcium-chelated fetal bovine serum for 10 min with rotation. Glycine was then added to a final concentration of 125 mM to stop crosslinking, with incubation for 5 min under rotation. The pellet was washed twice with cold PBS and the cells then resuspended in 7.5 ml of swelling buffer (25 mM Hepes pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 0.1% NP-40 supplemented with 1× protease inhibitors without EDTA). This cell suspension was homogenized 50 times with a Dounce homogenizer and tight pestle (no. 885302-0015, Kimble) and the extracts were centrifuged (3,000*g*, 5 min). Pelleted nuclear extracts were resuspended (in one-tenth of the volume used for the swelling buffer) in ChIP buffer (10 mM Tris-HCl pH 7.5, 150 mM NaCl, 1% Triton X-100, 5 mM EDTA, 0.5 mM DTT, supplemented with 0.2% SDS and 1× protease inhibitors without EDTA). This suspension was incubated for 15 min and then transferred to sonication tubes (no. C01020031, Diagenode). Sonication was carried out in 30 cycles of 30/30 min on/off at 4 °C (Bioruptor Pico, Diagenode) and the sonicated supernatant was centrifuged (14,000*g*, 10 min). The supernatant containing the chromatin was quantified for ChIP–seq.

For immunoprecipitation, 30 μg of chromatin was diluted with ChIP buffer without SDS to dilute the SDS concentration to 0.1% in all samples. Then, 4 μg ml^–1^ anti-p65 (no. 8242, Cell Signaling Technology) was added and samples rotated overnight at 4 °C. Sepharose beads (no. 17-5280-01, Merck) were used according to the manufacturer’s instructions, added to the tubes that included each sample and incubated with rotation for 4 h at 4 °C. Samples were then centrifuged (1,000*g*, 3 min) and washed with low (L)- and high (H)-salt buffers (L, H, L, H, L), centrifuging between washes. Low-salt buffer comprises 50 mM HEPES pH 7.5, 140 mM NaCl, 1% Triton and 1× protease inhibitors without EDTA, and high-salt buffer contains 50 mM HEPES pH 7.5, 500 mM NaCl, 1% Triton and 1× protease inhibitors without EDTA. A final wash was carried out with TE buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA). Immunoprecipitated chromatin was eluted in elution buffer (1% SDS and 100 mM NaHCO_3_, freshly prepared) by incubation of samples in the buffer for 30 min at 65 °C with agitation. Samples were then centrifuged (1,000*g*, 3 min), 5 M NaCl was added to a final concentration of 200 mM per sample followed by incubation for between 5 h and overnight at 65 °C, with agitation. Next, Tris-HCl pH 6.8 was added to a final concentration of 40 mM, EDTA to 10 mM, protease K to 50 μg ml^–1^ and incubation for 1 h at 45 °C. This product was purified with PCR columns.

#### ChIP–seq library construction and sequencing

Libraries were prepared using the NEBNext Ultra DNA Library Prep for Illumina kit (no. E7370) according to the manufacturer’s protocol. Briefly, input and ChIP-enriched DNA were subjected to end repair and the addition of ‘A’ bases to 3′ ends, ligation of the NEB adapter and USER excision. All purification steps were performed using AgenCourt AMPure XP beads (no. A63882, Beckman Coulter). Library amplification was performed by PCR using NEBNext Multiplex Oligos for Illumina (96 Unique Dual Index Primer Pairs, nos. E6440, E6442, E6444, E6446). Final libraries were analyzed using either an Agilent Bioanalyzer or Fragment analyzer High Sensitivity assay (no. 5067‐4626 or DNF‐474) to estimate the quantity and check size distribution, and were then quantified by quantitative PCR using the KAPA Library Quantification Kit (no. KK4835, KapaBiosystems). Libraries were sequenced 1 × 50 + 8 + 8 base pairs (bp) on Illumina’s NextSeq2000. Between 35 and 40 million reads were obtained per sample.

#### ChIP–seq analysis

Reads were trimmed, adapters removed and low-quality reads discarded using Trimmomatic^76^ (v.0.36, TRAILING:5 SLIDINGWINDOW:4:15 MINLEN:36). Reads were then aligned to the mm10 genome with the Burrows–Wheeler aligner^77^ (v.0.7.12, -n 2 -l 20 -k 1 -t 2). Each sample was processed individually and, once reads were aligned, the .bam files were merged and deduplicated with SAMtools^78^ (v.1.5) and downsampled to 100 million reads to obtain a pool of four replicates per condition. Peaks were called in these pooled files using MACS2 with the parameters -q 0.01–nomodel–extsize 300 -B –SPMR. Peaks were then annotated to the closest gene with Homer^79^ (v.4.11), with those peaks annotated to nonprotein-coding genes not used for further analysis.

### H&E staining

Formalin-fixed, paraffin-embedded (FFPE) blocks were cut into 2–4-µm sections and H&E staining was performed according to the standard protocol.

### Immunofluorescence

In all cases, FFPE blocks were cut into 2–4-µm sections.

IL-17A: following heat-mediated antigen retrieval (20 min at 97 °C with citrate pH 6.0), sections were blocked with 10% goat serum in PBS for 1 h at room temperature. Primary antibody incubation (anti-IL-17A, no. ab79056, abcam 1:200 in EnVision FLEX antibody diluent, Dako) was performed overnight at 4 °C. After three washes in PBS, incubation of secondary antibody (anti-rabbit Alexa Fluor 488, no. A-21206, Molecular Probes, 1:400 in EnVision FLEX antibody diluent, Dako) was carried out at room temperature for 1 h. Nuclei were counterstained with DAPI (5 µg ml^–1^ for 10 min at room temperature). Six adult and five aged mice per condition were analyzed.

CD4: antigen retrieval was performed using BOND Epitope Retrieval 2 (no. AR9640, Leica). For primary antibody incubation, rat IgG2b kappa anti-CD4 (clone 4SM95, no. 14-976-682, Thermo Fisher) was used at 1:100 and incubated for 120 min using Leica BOND RX. Nonspecific unions were blocked using 5% goat normal serum mixed with 2.5% bovine serum albumin diluted in wash buffer for 60 min at room temperature. For secondary antibody incubation, goat anti-rat IgG (H + L) and Alexa Fluor 647 (no. A-21247, Thermo Fisher) were used at 1:500 for 60 min. Nuclei were stained with DAPI and slides mounted with fluorescence Mounting Medium (no. S3023, Dako – Agilent). Five adult and five aged mice per condition were analyzed.

### FISH

For *IL17A* and *IL17F*, human adult (22–29 years old, *n* = 4, two women and two men) and aged (60–72 years old, *n* = 4, two women and two men) skin FFPE 5-µm tissue sections were purchased from Genoskin. These samples were approved by the French Ethics Committee and the French Ministry of Research and Higher Education (approval reference no. AC-2022-4863). They were then stained with RNAscope Probes—Hs-IL17A, Interleukin 17A probe (no. 310931, Bio-techne) and Hs-IL17F, Interleukin 17F probe (no. 313901, Bio-techne)—using RNAscope Intro Pack 2.5 HD Reagent Kit Red (no. 322350, Bio-techne). DAPI was used for staining of all nuclei.

For *Rspo3*, FFPE 3-µm tissue sections of mouse back skin from aged/anti-IL-17-treated or aged/IgG control mice were stained with RNAscope Probe Mm-Rspo3-O1 (no. 429861, Bio-techne) using RNAscope Intro Pack 2.5 HD Reagent Kit Red (no. 322350, Bio-techne). DAPI was used to stain all nuclei.

### Histopathological analysis

Full images were acquired with a NanoZoomer-2.0 HT C9600 digital scanner (Hamamatsu) with the ×20 objective, in which one pixel corresponds to 0.46 µm, and coupled to a mercury lamp unit L11600-05 and using NDP.scan 3.4 software U10074-03 (Hamamatsu).

Scaled images were analyzed with Qupath (v.0.3.0 and v.0.3.2). For cornified layer thickness we performed ten measurements per mouse, which were then averaged. Eight mice per condition and age were used. We always ensured that the area analyzed was in the resting hair follicle stage (telogen), to avoid interference of this parameter with the desired quantification. For wound-healing assay, qualitative analysis of dermal granulation tissue and epidermal maturation were performed in a double-blind study by histopathologists. For anagen stage assessment we assigned each hair follicle to an anagen stage based on previous reports^55^.

For immunostaining, multiple selections of the region of interest of the skin dermis, excluding the epidermis and hair follicles, were done manually in two portions of skin. The ‘positive cell count’ algorithm was used to detect positive cells. Results are presented as the percentage of positive cells. For Il-17A, NDP view2 (v.2.9.29, Hamamatsu) was used to generate snapshots from representative areas. Brightness and contrast were adjusted to help distinguish positive cells from background, using the same parameters for both conditions. For CD4 immunofluorescence, the images displayed in the manuscript were captured with an SP5 confocal microscope (Leica). Images of whole stacks were projected on a single image and brightness and contrast were adjusted to enhance the signal of positive cells, using the same parameters for both conditions. For all immunostaining, these modified images were used exclusively for visualization and never for quantification.

For *IL17A* and *IL17F* FISH, skin upper dermis—excluding the epidermis, hair follicles and skin appendages—was selected manually. In case of tissue artifacts, these were excluded from the region of interest (for example, broken areas, folds). The positive cell count algorithm was used to detect positive labeling in the TRITC channel. Results are presented as the percentage of cells with *IL17A* or *IL17F* signal (either spots—single mRNA copy—or clusters—accumulation of several mRNA copies). For visualization purposes only, representative snapshots were obtained with NDP view2 (v.2.9.29m, Hamamatsu) and brightness and contrast were adjusted to help distinguish FISH signal from background, using the same parameters for both conditions.

For *Rspo3* FISH, dermal papillae were selected manually in well-oriented telogen hair follicles. The ‘Cell detection’ algorithm was used to detect nuclei within the selected areas, and the ‘Subcellular spot detection’ algorithm to detect *Rspo3-*positive labeling in the TRITC channel in those nuclei. Individual nuclei were not always distinguishable due to high packing of dermal papillae cells. Therefore, FISH signal (spots and clusters) was not calculated per cell, but per dermal papillae. Five mice per condition were used. Graphical representations were performed with GraphPad Prism 9. For visualization purposes only, representative snapshots were obtained with NDP view2 (v.2.9.29, Hamamatsu) and brightness and contrast were adjusted to help distinguish FISH signal from background, using the same parameters for both conditions. All FISH quantifications were performed on the raw images and never on adjusted ones. Modified images were used exclusively for clearer visualization in figures.

### Bulk RNA-seq library construction and sequencing

For the adult versus aged comparison, libraries were prepared using the TruSeq Stranded Total RNA Library Prep Kit with the Ribo-Zero Human/Mouse/Rat Kit (no. RS-122-2201/2202, Illumina) according to the manufacturer’s protocol, using 150–300 ng of total RNA; for ribosomal RNA depletion, RNA was then fragmented for 4.5 min at 94 °C. The remaining steps were followed according to the manufacturer’s instructions. Final libraries were analyzed on an Agilent Technologies 2100 Bioanalyzer system using the Agilent DNA 1000 chip to estimate the quantity and validate size distribution; libraries were then quantified by quantitative R using KAPA Library Quantification Kit KK4835 (no. 07960204001, Roche) before amplification with Illumina’s cBot. Finally, libraries were sequenced on the Illumina HiSeq 2500 sequencing system using paired-end 50-bp-long reads.

For IL-17-neutralized versus control samples, libraries were prepared using TruSeq stranded mRNA Library Prep (no. 20020595, Illumina) according to the manufacturer’s protocol, to convert total RNA to a library of template molecules of known strand origin suitable for subsequent cluster generation and DNA sequencing. Briefly, 500–1,000 ng of total RNA was used for poly(A)-mRNA selection with poly-T oligonucleotides attached to magnetic beads, and two rounds of purification. During the second elution of poly-A RNA, RNA was fragmented under an elevated temperature and primed with random hexamers for complementary DNA synthesis. Cleaved RNA fragments were then copied into first-strand cDNA using reverse transcriptase (SuperScript II, no. 18064-014, Invitrogen) and random primers. Note that the addition of actinomycin D to the First Stand Synthesis Act D mix (FSA) improved strand specificity by prevention of spurious DNA-dependent synthesis while allowing RNA-dependent synthesis. Second-strand cDNA was then synthesized by removal of the RNA template and synthesis of a replacement strand, incorporating dUTP in place of dTTP to generate double-stranded cDNA using DNA polymerase I and RNase H. These cDNA fragments then had a single A base added to the 3′ ends of the blunt fragments, to prevent them from ligating to one another during adapter ligation. A corresponding single T-nucleotide on the 3′ end of the adapter provided a complementary overhang for ligation of the adapter to the fragments, ensuring a low rate of chimera (concatenated template) formation. Subsequent ligation of the multiple indexing adapter to the ends of dscDNA was carried out. Finally, PCR selectively enriched DNA fragments with adapter molecules on both ends, and the amount of DNA in the library was amplified. PCR was performed with a PCR Primer Cocktail that anneals to the ends of the adapters. Final libraries were analyzed using either Bioanalyzer DNA 1000 or Fragment Analyzer Standard Sensitivity (Agilent) to estimate the quantity and validate size distribution; libraries were then quantified by quantitative PCR using KAPA Library Quantification Kit KK4835 (Roche) before amplification with Illumina’s cBot. Finally, libraries were sequenced on the Illumina HiSeq 2500 sequencing system using single-end 50-bp-long reads.

### 10X scRNA-seq

Stained dermal single-cell suspensions were prepared as described above. CD45^+^ and CD45^–^EpCAM^–^ cells were FACS sorted separately in a BD Fusion cell sorter to enrich for the less abundant CD45^+^ cells following the sorting strategy shown in Supplementary Fig. 1a. Cells were collected in PBS + 0.5% bovine serum albumin at 4 °C in LoBind tubes (Eppendorf) and processed immediately with the microfluidics Chromium platform (10X Genomics). For the adult and aged experiment, three technical replicates were performed for CD45^+^ sorting. Replicate 1 included skin dermal cells of three adult and one aged mice, replicate 2 had two adult and one aged mice and replicate 3 comprised two adult and two aged mice. For CD45^–^EpCAM^–^ cell sorting two replicates were carried out, both comprising one mouse per condition. For aged/IL-17-blocked and aged/IgG control 10X scRNA-seq of dermal skin cells, both CD45^+^ and CD45^–^EpCAM^–^ conditions included four replicates in total. In both conditions, replicate 1 consisted of two aged/IL-17-blocked and two aged/IgG control mice. Replicates 2, 3 and 4 consisted in all cases of one aged/IL-17-blocked and one aged/IgG control mouse.

### Data preprocessing

Sequences were demultiplexed and aligned according to the Cell Ranger pipeline (v.6.0.0) with default parameters. Sequencing reads were mapped against the mouse GRCm38 reference genome to generate feature-barcode matrices separately for all CD45^+^ and CD45^–^ replicates.

### Quality control and technical bias corrections

Gene count matrixes were analyzed with the Seurat package (v.4.0.4) in R (v.4.0.3)^80^. Replicates were merged, analyzed and annotated separately for CD45^+^ and CD45^–^ datasets before integration. Cells were filtered with >10% of mitochondrial gene content and genes not found in at least five cells. As part of quality control, cells situated between the minimum and first quartile (according to the distribution of number of genes per cell of each compartment dataset) were removed. To avoid contamination of epithelial cells in the immune compartment, EPCAM^+^ cells found in CD45^+^ sorted cells were filtered out.

In addition, to remove technical bias arising after merging the different replicates we computed differentially expressed genes among replicates using the function FindAllMarkers, then we ensured that the top 500 differentially expressed genes between replicates were not present in highly variable genes (HVGs). Thus we removed the intersection between computed differentially expressed genes and HVG.

To evaluate integration of the different replicates we used the local inverse Simpson’s index (LISI) (https://github.com/immunogenomics/LISI)^30^. This score defines the effective number of samples in the local neighborhood of a cell. Under ideal mixing we would expect to obtain LISI scores equal to the number of different replicates in our datasets. This indicates that the neighborhoods are well represented by all samples and that the cell types/states previously identified exhibit good mixing across all replicates. In addition we assessed the performance of replicate integration by qualitative inspection of UMAPs. We checked that all cell types and states were well represented by each replicate and that our dataset did not contain any technical cluster entirely driven by replicate effect.

### Clustering

Cell-to-cell variations were normalized by expression values using a scale factor of 100,000 and log transformation. Gene expression measurements were scaled and centered. Scaled *z*-score values were then used as normalized gene measurement input for both clustering and visualization of differences in expression between cell clusters. HVGs were selected by assessment of the relationship of log(variance) and log(mean) and choosing those with the highest variance:mean ratio. Principal component analysis was used to reduce the dimensionality of the dataset, and ElbowGraph to select the number of dimensions for the clustering of significant principal components. Cluster identification was performed using the functions FindNeighbors and FindClusters, which calculate *k*-nearest neighbors and generate the shared nearest-neighbor graph to cluster cells. The algorithm applied was the Louvain method, which allows tuning of the number of clusters with a resolution parameter. To explore clusters in more detail, either the resolution parameter was increased in FindClusters function or FindSubCluster was used for specific clusters. UMAP was used as a nondimensional reduction method to visualize clustering.

In the case of the aged/control IgG-treated versus aged/anti-IL-17A/F-treated fibroblast clusters, we conducted a subclustering analysis of all populations obtained to detect potential fibroblast populations responding to the blocking treatment. With this we separated the previously named fibroblast 1 cluster obtained in the aged versus adult comparison into three subclusters (fibroblasts 1.0–1.2). Then, fibroblast 2 cluster was divided into two new clusters (fibroblasts 2.0 and 2.1) and fibroblast 3 cluster was separated into four clusters (fibroblasts 3.0–3.3); fibroblast 4 and 5 clusters remained as separate units. This separation allowed detection of subtle differences in the IL-17A/F blockade response in fibroblast subgroups.

### Cell type annotation

For annotation of cell types and states, enriched genes were first identified in each of the clusters with the function FindAllMarkers using the Wilcoxon rank-sum test to find cluster-specific markers. These cluster-specific genes were then explored to find previously reported cell population marker genes. Examples of marker genes used to annotate the cell populations include: CD4^+^ T cells: *Cd28* and *Cd4*; CD8^+^ T cells: *Cd8a* and *Cd8b1*; dermal cells: *Cd207*; fibroblast 1: *Crabp1*, *Inhba* and *Notum*; fibroblast 2: *Col1a1*, *Col1a2*, *Cd34*, *Robo1* and *Col3a1*; fibroblast 3: *Efemp1*, *Il1r2* and *Ccl11*; fibroblast 4: *Col11a1*, *Aspn* and *Coch*; fibroblast 5: *Myoc* and *Dcn*; ILCs: *Il13* and *Kit*; lymphatic endothelial cells: *Lyve1* and *Hes1*; macrophage 1: *Il1b*; macrophage 2: *Tnfsf9*; macrophage 3: *Ear2* and *Cd163*; monocyte 1: *Plac8* and *Cd14*; monocyte 2: *Ccl8* and *C1qa*; monocyte 3: *Retnla*, *C1qb* and *Ccr2*; natural killer cells: *Gzmc*, *Ccl5* and *Nkg7*; pericytes: *Acta2* and *Rgs5*; proliferating macrophages: *Mki67*; proliferating T cells: *Hmgb2*; Schwann cells: *Cryab, Plekha4* and *Scn7a*; Schwann cells 1: *Kcna1*; Schwann cells 2: *Sox10*; T regulatory cells: *Foxp3*; venous endothelial cell arterioles and capillaries: *Ptprb* and *Flt1*; venous endothelial cell venules: *Aqp1*, *Sele* and *Pecam1*; and γδ T cells: *Trdc* and *Trgc1*. For the annotation of IgG-treated versus anti-IL-17A/F-treated clusters we used the markers mentioned above.

### Differential expression analysis for each cluster

To find differentially expressed genes between adult versus aged, and IgG-treated versus anti-IL-17A/F-treated, in different annotated cell type populations, differential expression analysis was performed between conditions for each cluster with the function FindMarkers. To control for multiple comparisons we used the FDR Benjamini–Hochberg method.

### Age effect analysis

To assess age-related effects among immune cells, a deep learning approach was created based on autoencoders. During training this method can identify features relevant to the data structure and then use them to predict different cell types in a test dataset. To generate the model, adult data were divided into two smaller subsets that could be used as training and test sets. The model displayed high probability scores (*P* > 0.5) in the prediction of cell types from the test set among the different immune cell types and a low rate of unpredicted cells (unclassified rate <5%). If the rate of unclassified cell type is strictly biased for aged cells, this would reflect the effect of aging on the cell phenotype. Based on this assumption an age-deviance score was defined as 1 – *q*, where *q* is the probability of the unpredicted cell being in the true corresponding cell type class in aged cells. The proportion of unclassified cells within each cell type in aged cells, and the proportion of age-affected cells, were then measured and normalized by the model’s error rate (for example, by subtracting the cell proportion in each adult cell type that could not be predicted by the model).

### Cell composition analysis

To evaluate the significance of differences in cell type abundance between conditions we applied sccomp^81^, a tool designed for differential composition and variability analyses that relies on sum-constrained independent beta-binomial distributions. This model uses mean-variability association, which allows modeling of the compositional properties of the data while enabling the exclusion of outliers. We assessed significant differences (FDR < 0.025, using a Benjamini–Hochberg procedure to control for multiple testing) for composition and/or group-specific variability in each cell type population, comparing adult versus aged conditions and aged/anti-IL-17A/F-treated versus aged/IgG-treated control.

### Bioinformatics analyses of bulk RNA-seq data

FastQ files were aligned against the mm10 reference genome using STAR 2.5.2b^82^ with default options. Unless otherwise specified, all downstream analyses were performed using R 3.5.1. Differentially expressed genes (DEGs) between conditions were determined using DESeq2 1.22.1 (ref. ^83^), using mm10 gene counts as generated by the function featureCounts from the RSubread package v.1.32.4 (ref. ^84^), with options annot.inbuilt = ‘mm10’,allowMultiOverlap = TRUE,countMultiMappingReads = FALSE,minMQS = 1,ignoreDup = FALSE). Genes were selected as DEGs with the thresholds |lfcShrink foldChange | >1.25 and Benjamini–Hochberg-determined *P* < 0.1, using experimental batch as covariate. Gene set enrichment analysis was performed using gene set collections at the *Mus musculus* gene symbol level. Gene set collections used were GOBP, GOMF, GOCC and KEGG, obtained using the package org.Mm.eg.db (November 2014); GOSLIM, obtained from geneontology.org (November 2014); and Broad Hallmarks, obtained from the Broad Institute MSigDB website (https://www.gsea-msigdb.org/gsea/msigdb/) and mapped from human to mouse genes using homology information from Ensembl biomart archive (July 2016). Analyses were performed using regularized log transformation (rlog) applied to count data using the DESeq2 R package 1.22, with ROAST^85^ and the MaxMean statistic (http://statweb.stanford.edu/~tibs/GSA/).

### GO analysis

GO analysis for scRNA-seq was performed on lists ranked by increasing Benjamini–Hochberg-adjusted *P* values with g:Profiler^86^ (https://biit.cs.ut.ee/gprofiler/gost), using the biological processes database. A GO category was considered significant with adjusted *P* < 0.05. In the aged versus adult comparison, genes with fold change > 0.35 (log_2_) were considered. In the aged/anti-IL-17A/F-treated versus aged/IgG-treated control, genes with fold change > 0.25 (log_2_) were considered.

GO analysis for both epidermal bulk RNA-seq and p65 ChIP–seq was performed with enrichR^87^ (https://maayanlab.cloud/Enrichr/). A category was considered significant when *P* < 0.01.

### Statistics and reproducibility

No statistical methods were used to predetermine sample size. This was decided taking into the account variability between samples, particularly in aged mice, and was based on our expertise with the skin of aged mice^1,2,22^.

In general graphs show individual values and median (depicted as a line) and *P* values were obtained using the nonparametric two-tailed Mann–Whitney *U*-test with Prism v.9, unless otherwise stated in the figure legends.

Data collection and analysis were not performed blind to the conditions of the experiments, except for the histopathological wound healing analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Supplementary Table 1. Marker expression of clusters from the CD45^–^/Epcam^–^ compartment, the CD45^+^ (lymphoid and myeloid lineages) compartment and the CD4^+^Th and gdT subclusters obtained from scRNA-seq of aged and adult dermal cells.

Supplementary Table 2. DEG analysis of clusters obtained from scRNA-seq comparing expression values for aged and adult skin.

Supplementary Table 3. GO analysis of differentially expressed genes comparing adult versus aged expression values of selected immune CD45^+^ cell clusters. The analysis is based on a BP database.

Supplementary Table 4. DEG analysis of clusters obtained from scRNA-seq comparing expression values for aged dermal cells treated with either anti-IL-17A/F-neutralizing antibodies or a control IgG.

Supplementary Table 5. GO analysis of differentially expressed genes comparing control treated versus IL-17A/F-blocking antibodies-treated expression values of selected immune CD45^+^ cell clusters (monocyte 1 cluster, genes downregulated after IL-17 blockade). The analysis is based on a BP database.

Supplementary Table 6. DEG analysis of epidermal RNA-seq comparing aged and adult expression values, and comparing control treated versus IL-17A/F-blocking antibody-treated expression values. GO analysis of differentially expressed genes comparing aged versus adult and control treated versus IL-17A/F-blocking antibody-treated epidermal cells. The analysis is based on a BP database.

Supplementary Table 7. List of peaks annotated to the closest gene. GO analysis of protein-coding genes bound by p65 in adult, aged control IgG-treated and aged IL-17A/F-blocking antibody-treated. The analysis is based on BP database.

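The rows of the adult sheet that were used here are the first 1597 of 7582, ordered by score, and each gives the position of a peak and its closest protein-coding gene. All 1597 positions and peak names were identical to those of peaks in the adult list. Only 1 position was identical to a peak in aged/IgG control and 0 in aged/anti-IL-17A/F. The peak names in this sheet and in the adult list begin with the word Treated, as do those of the aged/anti-IL-17A/F list, and the positions show that the sheet was made from the list labelled adult. The match cannot show which mice that list came from. An exchange of the adult and aged/anti-IL-17A/F labels at an earlier step thus stays open, and an exchange of these lists is among the alternatives. The gene assigned here had the same Entrez identifier as in the sheet for 94.6% of the rows.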

## Data Availability

RNA-seq data are deposited at the NCBI GEO repository with accessions GSE190182 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190182) and GSE190393 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190393) for epidermal bulk RNA-seq data, and GSE193920 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193920) for scRNA-seq data. ChIP–seq data are deposited at the NCBI GEO repository with accession GSE213732 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE213732). scRNA-seq analysis scripts are available at https://github.com/mereulab/IL17-SkinAging. The remaining data generated or analyzed during this study are included in this published article (and its Supplementary Information files). GO biological processes categories can be found at g:Profiler^86^ (https://biit.cs.ut.ee/gprofiler/gost).

How the deposited data were processed for this re-analysis (not part of the article)

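The data are p65 ChIP–seq peak lists from mouse epidermal cells in 3 conditions, adult, aged/IgG control and aged/anti-IL-17A/F, each from the merged reads of 4 mice. The series has 6 samples, 3 of which are inputs that were not analysed here. According to the methods, the authors trimmed the reads with Trimmomatic, aligned them to mm10 with the Burrows–Wheeler aligner, processed each sample individually, merged and deduplicated the alignments with SAMtools, downsampled each pool and called peaks with MACS2 at a q value of 0.01. The deposited lists hold, for each peak, a position, a score, the authors' fold enrichment (a ratio to the local background), the −log10 of a p-value, the −log10 of a q-value and the summit. Whether the input libraries entered the peak calling is not stated in the parameters. Merging the mice before peak calling removes the variation between animals, so that neither a spread nor a test between conditions can be had, and a peak near the calling threshold can be present in one list and absent from another with little difference in signal. Downsampling to an equal number of reads removes differences in read number, but not in the efficiency of the immunoprecipitation.

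From the lists, peaks were compared by overlap of at least 1 bp, and shares were given with 95% Wilson intervals for counting error. Genes came from the RefSeq annotation of GRCm38, and all peak positions fell within the chromosome lengths of that assembly. Each peak was assigned to the gene of the nearest transcription start site among curated transcripts, measured from the middle of the peak, and peaks of genes that are not protein-coding were left out. This stands in for the authors' Homer annotation. Gene lists and Reactome pathways of 10 to 500 genes were tested with a one-sided Fisher's exact test against 20923 protein-coding genes, with Benjamini-Hochberg adjustment. The lists for IL-12, NIK/NF-κB, T-helper 17, IL-27 and IL-35, IL-7 and homeostasis were written by hand from general knowledge of the categories in the paper, not read from its tables, and they include genes the paper names from these libraries (Crlf2, Evpl, Krt14 and Dll1). A further list of NF-κB feedback targets served as a reference. Peak strength was taken into account by comparing peaks within deciles of fold enrichment, with permutation tests of 100000 draws within the deciles for counts of peaks, 2000 for GC content over all deciles and 10000 for GC content in single deciles. Motif matches to GGGRNWYYCC were counted on both strands within 100 bp of the summit. Genes with changed expression came from the complete sheet of Supplementary Table 6.

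Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, figures were drawn with matplotlib 3.10.9, and bedtools 2.31.1 served as a check. Overlap, annotation, motif and enrichment steps were tested on simulated data. On peaks shifted at random, the overlap step gave the same count as bedtools (3512 of 8525 adult peaks against aged/anti-IL-17A/F). All 20 of 20 planted gene sets were called among the bound genes of aged/IgG control, and 0 of 480 others. In simulated losses that depended on strength alone, the comparison for the homeostasis list called 3 of 100, and with a directed loss of 20 percentage points added it called 100 of 100.

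The genes named in the text were chosen before the data were examined: the genes the paper names for this experiment, 9 further genes of the pathway or of epidermal cells, the 5 peaks of highest fold enrichment in each list and in 2 classes of peaks, and list members bound in exactly 1 of adult and aged/IgG control. Some list members of this last kind are not reported here. Genes of Supplementary Table 6 and list genes that differ between the 2 aged groups were named after their values were seen. The alternatives were stricter thresholds, other definitions of overlap, equal numbers of peaks per list, other rules of annotation, a binomial test on peaks, other motif windows and an exchange of the adult and aged/anti-IL-17A/F lists. For equal numbers, the peaks of highest −log10 q were kept, with fold enrichment deciding ties. The use of only those genes of Supplementary Table 6 that its last column marks as called, and all alternatives for the list of NF-κB feedback targets, were added after the data were seen.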

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

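The tests of peaks of like strength, of the motif at the list of NF-κB feedback targets and at other genes, and of that list at equal strength and equal peak number were chosen after the results were seen, as were the alternatives for its enrichment, which was tested like that of the other lists. In each case the signal is a called peak at genes that the paper does not discuss for this experiment, in data with no replicates.

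Il17ra, which encodes a subunit of the IL-17 receptor, had a p65 peak in adult on chromosome 6 from 120463221 to 120463527, over its first coding exon and 177 bp from the transcription start site, with a fold enrichment of 2.91. A peak was also called there in aged/anti-IL-17A/F, with a fold enrichment of 2.41 and a −log10 q of 4.47, and none was called in aged/IgG control. Il17rc, the partner subunit, had a peak in adult alone, on chromosome 6 from 113472004 to 113472343, in an intron, with a fold enrichment of 2.78. None of these peaks contained the motif GGGRNWYYCC. The pattern at both genes is what weak peaks falling under the calling threshold would give, since 82.5% of adult peaks in the same decile of fold enrichment as Il17ra were absent from aged/IgG control, and 87.6% in that of Il17rc. The aged/anti-IL-17A/F peak at Il17ra was no longer present at a −log10 q of at least 5. An effect of age or treatment on these sites remains open and was not tested.

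Of 25 genes in a list of NF-κB feedback targets, 19 had a p65 peak in aged/IgG control (odds ratio 21.5, adjusted P = 5.3e-12 by a one-sided Fisher's exact test across genes), 21 in adult and 20 in aged/anti-IL-17A/F. The list has members in common with the inflammation lists, among them Tnf, Nfkbia and Tnfaip3. Peaks called regardless of p65, in open or mapping-prone regions, were weighed by the motif. It was found at 78.4% of the 37 peaks at these genes in aged/IgG control (95% Wilson interval 62.8 to 88.6%), against 5.11% in windows of like GC content beside the peaks. Since the genes were chosen as targets of NF-κB, their regulatory sequence may carry the motif whether or not p65 was bound, and the share at these genes does not decide. At the 4132 aged/IgG control peaks of other genes, the motif share rose from 16.3% in the weakest decile of fold enrichment (95% Wilson interval 13.1 to 20.2%) to 61.8% in the strongest (57.0 to 66.5%), and it was 49.9% for peaks of the same strength as those of the list (SE 1.19 percentage points). Calls made regardless of p65 would give no such rise, so they are argued against as the source of the set as a whole. Single peaks stay open, and open regions without a peak were not analysed here. The genes missing from aged/IgG control relative to adult were Il1b and Il6. At equal strength, 18 of the 55 adult peaks at the list were missing from aged/IgG control against 17.5 expected (SD 2.18, two-sided permutation test, P = 1). With equal numbers of peaks, 1 gene was bound in aged/IgG control and not in adult and 0 in the opposite direction. A sign test on 1 gene cannot show a difference, so this count does not decide. By the test at equal strength, a difference between adult and aged/IgG control at this list was not seen beyond peak strength. With 1 pool for each condition, an effect of age or treatment stays open.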

How the results depend on the processing

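No paired analysis was possible because each condition has 1 pooled peak list and the results come from no test between samples. The alternatives were set before the data were examined, apart from 1 named as added and those for the list of NF-κB feedback targets, which were chosen after the data were seen. Of 269 values under an alternative, 215 stayed near the reported value, 47 moved away from it, 3 lost significance and 4 changed direction. Of the 215, 16 were equal to the reported value because the alternative left nothing to change: aged/IgG control has the smallest list and is not reduced when the lists are made equal, no peak lay outside chromosomes 1 to 19, X and Y, and an exchange of the other 2 lists leaves the peaks found in aged/IgG control alone as they are. The other 199 were free to change, although the number of peaks absent in aged/IgG control and shared by the other 2 lists, 1647 after the exchange, counts nearly the same sites. Near means the same direction and side of the threshold for tests and within the counting error for shares. For numbers of peaks, genes and pathways a looser rule was used, a fixed factor of the reported number, so that changes well beyond counting error are among the 215, for example 4169 to 2947 peaks in aged/IgG control and 6014 to 4133 in aged/anti-IL-17A/F at a −log10 q of at least 10.

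The number of adult peaks was 5650 with a −log10 q of at least 10, and the order of the 3 conditions was the same at both stricter thresholds. The restriction to chromosomes 1 to 19, X and Y changed no count.

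With a reciprocal overlap of at least 50%, 42.8% of adult peaks overlapped aged/IgG control and 57.6% aged/anti-IL-17A/F, 87.5% of aged/IgG control peaks overlapped adult and 83.3% aged/anti-IL-17A/F, and 81.6% of aged/anti-IL-17A/F peaks overlapped adult and 57.7% aged/IgG control. When peaks within 500 bp of each other were counted, the adult shares were 47.1% in aged/IgG control and 62.0% in aged/anti-IL-17A/F, and the aged/anti-IL-17A/F shares were 86.5% in adult and 61.2% in aged/IgG control. At a −log10 q of at least 10, the adult shares were 49.4% in aged/IgG control and 64.4% in aged/anti-IL-17A/F, those of aged/IgG control were 94.6% in adult and 89.4% in aged/anti-IL-17A/F, and those of aged/anti-IL-17A/F were 88.1% in adult and 63.8% in aged/IgG control. With the same number of peaks in each list, the difference between the pairs nearly vanished: 75.5% and 78.5% of adult peaks overlapped aged/IgG control and aged/anti-IL-17A/F, 75.9% and 75.6% of aged/IgG control peaks overlapped adult and aged/anti-IL-17A/F, and 78.7% and 75.3% of aged/anti-IL-17A/F peaks overlapped adult and aged/IgG control. This follows from the construction, since a list of 8525 peaks can share at most 4169 with the smallest list one by one.

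The adult peaks absent in aged/IgG control and present in aged/anti-IL-17A/F numbered 1055 at a −log10 q of at least 10, 36.9% of those absent, and 462 with equal numbers of peaks, 45.3% of those absent. With the adult and aged/anti-IL-17A/F lists exchanged the share was 68.4%. Their number relative to that expected from strength stayed between 0.715 and 0.882 under every alternative. The peaks found in aged/IgG control alone numbered 298 (7.15% of the list) with the reciprocal overlap, 109 at a −log10 q of at least 10 and 674 (16.2%) with equal numbers of peaks. With equal numbers, weak adult and aged/anti-IL-17A/F peaks are left out, so that more aged/IgG control peaks have no partner.

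Equal numbers of peaks reduced the adult genes to 2760 and the Reactome pathways with an adjusted P under 0.05 in adult to 111, against 145 in aged/IgG control and 141 in aged/anti-IL-17A/F, so that adult had the fewest instead of the most. With peaks within 10000 bp of a start site, aged/anti-IL-17A/F had the most, 220 against 179 in adult. The IL-7 list lost significance when only peaks within 10000 bp of a start site were used, with odds ratios of 1.67 in adult, 2.90 in aged/IgG control and 2.00 in aged/anti-IL-17A/F; the cause was not tested. All other list enrichments kept their side of the threshold under every alternative. The order of the conditions was less stable. At a −log10 q of at least 10, the IL-12 list had an adjusted P of 0.0063 in aged/IgG control and 0.00011 in adult (Fisher's test). This is the opposite order to that with all peaks, and aged/anti-IL-17A/F also had a lower value (0.00083). The binomial test on peaks gave the same reversal of adult and aged/IgG control for that list (4.2e-08 and 2.9e-11). By the binomial test, the NIK/NF-κB list was lowest in aged/anti-IL-17A/F (7.9e-14, against 2.9e-11 in aged/IgG control). Under the other alternatives, all inflammation lists but T-helper 17 were lowest in aged/IgG control. At a −log10 q of at least 10, T-helper 17 was lowest in aged/anti-IL-17A/F (2.7e-05, against 7.3e-05 in aged/IgG control, Fisher's test). The median fold enrichment of peaks found in aged/anti-IL-17A/F alone minus that of shared peaks was −0.966 with the reciprocal overlap, against −0.897 with 1 bp.

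The motif was found within 50 bp of the summit at 22.0% of peaks in adult, 28.7% in aged/IgG control and 27.1% in aged/anti-IL-17A/F, and within 250 bp at 34.6%, 44.8% and 41.7%. The shorter core GGRNWYYCC was found at 38.9%, 47.7% and 45.0%. With equal numbers of peaks the shares were 41.1% in adult and 42.0% in aged/anti-IL-17A/F, both above the 37.8% of aged/IgG control, so the order of the conditions depends on the number of peaks.

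For genes changed in aged epidermis, no condition passed the adjusted threshold under any alternative. The odds ratio changed direction with peaks within 10000 bp of a start site, to 1.08 in aged/IgG control and 1.10 in aged/anti-IL-17A/F, and in aged/anti-IL-17A/F to 1.22 both at a −log10 q of at least 10 and with equal numbers of peaks; the cause was not tested. The added alternative, only genes marked as called in the sheet, gave 0.694 in adult, 0.904 in aged/IgG control and 0.917 in aged/anti-IL-17A/F.

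For the 14 genes named in advance, 13 of 126 calls changed. At a −log10 q of at least 5, the peaks at Crlf2 in aged/IgG control, Dll1 in adult and Evpl and Il17ra in aged/anti-IL-17A/F were lost. With any peak within 50000 bp of the start site, Il9 was also bound in adult and aged/anti-IL-17A/F, Dll1 and Il1b in both aged groups, and Krt14 and Il17rc in aged/IgG control. With peaks in the gene or within 10000 bp of it, the adult peak at Il1b no longer counted.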

Differences from the paper's values

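The numbers of peaks at protein-coding genes, 7336 in adult and 3551 in aged/IgG control, lay near the paper's 7582 and 3693. In Fig. 6a the paper shows higher significance of the T-helper 17 category in aged/IgG control than in adult. The hand-written list for that category had a slightly lower adjusted P in adult (2.2e-06, Fisher's exact test) than in aged/IgG control (3.6e-06). The order of these 2 conditions was that of the paper under 3 of 6 alternatives, by the same exact test: with peaks within 10000 bp of a start site (adjusted P = 1.4e-05 in adult and 4.0e-06 in aged/IgG control), at a −log10 q of at least 10 (0.00029 and 7.3e-05) and with equal numbers of peaks (0.00074 and 3.6e-06). Under the other 3 the adjusted P stayed lower in adult: 7.3e-06 against 1.2e-05 with the nearest start site of a protein-coding gene, 8.6e-06 against 1.7e-05 at a −log10 q of at least 5 (both by the exact test) and 4.0e-05 against 7.8e-05 by the binomial test on peaks. That list is not the GO category itself, and the cause was not tested.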

Other observations

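The tests of peak strength, GC content, the homeostasis list, the motif in peaks found in aged/IgG control alone and the recovery of peaks were chosen before their results were seen. Those of the inflammation lists at equal strength, of part of these peaks as chance calls, of peaks missing from more than one list, of list size and of library yield were chosen after the results were seen. Each condition is 1 pool, and none of the tests separates age or treatment from the pool.

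The aged/IgG control list had fewer peaks than the adult list, and which adult peaks were missing followed their strength. The share present in aged/IgG control differed by 86.6 percentage points between the strongest and the weakest decile of adult peaks, as weak peaks falling under the calling threshold would give. For a GC bias between the libraries, the mean GC content was 56.8% in missing and 55.4% in present adult peaks. Within deciles of fold enrichment, that of missing peaks was −0.354 percentage points from that of present ones (SD 0.273, two-sided permutation test, P = 0.200). Of the 9 deciles with missing peaks, 1 had an unadjusted P under 0.05 and 0 an adjusted one (permutation tests). This is within the spread, and since the size of difference that such a bias would give is unknown, a GC bias can be neither shown nor excluded. A lower yield of the aged/IgG control pool and weaker binding of p65 in aged epidermis cannot be told apart, because each condition has 1 pool. With equal numbers of peaks, 75.5% of the adult peaks overlapped aged/IgG control, close to the 75.6% of aged/IgG control peaks that overlapped aged/anti-IL-17A/F. The share of adult peaks that overlapped aged/anti-IL-17A/F was somewhat higher, 78.5%.

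A hypothesis that the loss is directed at homeostasis genes was tested at equal peak strength. The number of missing adult peaks at the homeostasis list was 0.995 times that expected, with a 95% range for the difference from −5.75 to 5.24 percentage points. No directed loss was seen, and one within this range stays open. For the inflammation lists, 43 of 114 adult peaks were missing against 48.4 expected, 0.889 times (two-sided permutation test, P = 0.174). This is within the spread, and directed retention at these genes can be neither shown nor excluded with this number of peaks.

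Joined, the inflammation lists had a higher odds ratio in aged/IgG control than in adult, while that of the T-helper 17 list alone was 7.99 in aged/IgG control and 8.10 in adult. The smaller number of peaks in aged/IgG control may account for part of this, since the odds ratio of the joined lists in adult rose from 3.80 to 4.41 when as many peaks were used as in aged/IgG control, where it was 5.42. The remaining difference rests on 7 genes, too few to decide (two-sided exact sign test, P = 0.125).

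The 175 peaks found in aged/IgG control alone carried the motif in 13.1% of cases (95% Wilson interval 8.92 to 18.9%). Sequence of like GC content beside the peaks carried it in 3.49%, so that chance calls at sequence like that beside the peaks are argued against as the source of all of them. Aged/IgG control peaks of equal strength would have given 42.6 peaks with the motif where 23 were seen, 0.540 times (two-sided permutation test, P = 0.00025). Whether a part of these peaks are chance calls stays open, because peaks absent from both other lists may be weaker than their fold enrichment in a single list shows, which would lower this number too. Binding of p65 without this motif was not tested.

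The peaks missing in aged/IgG control and present in aged/anti-IL-17A/F numbered 0.787 times those expected from the decile of adult fold enrichment, so no excess of recovered peaks was seen. A shortfall does not argue against peak strength as the explanation, because the fold enrichment of a single list may be a noisy measure of strength, and absence from another list would then select peaks that are weaker than it shows. All 6 comparisons of this kind among the 3 lists gave a shortfall, from 0.316 to 0.882 times the expected number, and that of aged/IgG control peaks missing from adult and present in aged/anti-IL-17A/F was 0.500 times it. Peak strength and a tendency of peaks missing from one list to be missing from any other cannot be told apart from these values, and an effect of treatment stays open.

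Rela itself had 2 peaks in each condition. The stronger one covers its promoter, in adult on chromosome 19 from 5637051 to 5638010, with a fold enrichment of 13.0 in adult, 10.0 in aged/IgG control and 13.0 in aged/anti-IL-17A/F, each relative to the background of its own list. Il1b had a peak in adult alone, 36575 bp upstream of its start site.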
